# The potent neuroepithelium-promoting activity of Otx2 during gastrulation, as demonstrated by its exogenous epiblast-wide expression in chicken embryos

**DOI:** 10.3389/fcell.2025.1599287

**Published:** 2025-05-21

**Authors:** Naoya Takami, Kagayaki Kato, Koya Yoshihi, Akihito Kawamura, Hideaki Iida, Hisato Kondoh

**Keywords:** Otx2, gastrulation, neuromesodermal progenitors, chicken embryos, live imaging, RNA-seq, electroporation

## Abstract

Although Otx2 has been a topic of research for over 3 decades, the role of Otx2 expressed in the brain-forming anterior epiblast during gastrulation has not been clarified. We focused on epiblast regions where Otx2 expression is absent or downregulated, namely, the posterior epiblast and tissue belts along the bending of the neural plate. The developmental events that occurred after filling these gaps with exogenous Otx2 provided information about the roles of Otx2 during gastrulation. The following pleiotropic effects were observed: (1) development of an open and flat midbrain and hindbrain, which occurred by unzippering the previously closed neural tube; (2) precocious neural tube development at the cervical level, which resulted in thick and unclosed neural tissue; (3) absence of the sinus rhomboidalis, where neuromesodermal progenitor (NMP) stem cells multiply to provide a cell source for the trunk posterior extension; and (4) inhibition of somite development. To elucidate the principles underlying these developmental abnormalities, the cellular events were analyzed using live imaging of epiblast cells, the cell states were characterized via transcriptome analysis, and the spatial organization of transcription factor expression was determined by immunohistology. Common Otx2 activities that accounted for these pleiotropic effects were identified: (1) significant promotion of neuroepithelium development, which overrides the bipotential nature of NMPs, resulting in the loss of paraxial mesoderm precursors and multiplying NMP stem cell populations, and (2) the development of bending-refractory neural tissues. Owing to these Otx2 functions, Otx2-expressing anterior epiblast cells develop into vast amounts of brain tissue in advance of trunk neurogenesis, which occurs on a much smaller scale. We did not observe that exogenous Otx2 expression affected CNS regional specification during gastrulation.

## 1 Introduction

Otx2 is the key transcription factor for brain development, as highlighted by the lack of head tissues anterior to the ear in Otx2-knockout mouse embryos (Matsuo et al., 1995; Ang et al., 1996). During the gastrulation period of mouse and chicken embryos, Otx2 is expressed in the anterior neuroepithelium, anterior endoderm, and anterior mesendoderm (AME), among which Otx2-expressing AME was found to be the determinant of the head, including the brain, according to experiments with chimeric mouse embryos (Rhinn et al., 1998) and mouse embryos with genetically engineered AMEs (Acampora et al., 1998; Ip et al., 2014). The role of the AME as the determinant of head/brain development was also demonstrated using chicken embryos. In that study, grafting an AME underneath any anterior epiblast positions at stage (st.) 4, when gastrulation starts, elicited secondary brain development (Yoshihi et al., 2022a; Yoshihi et al., 2022b).

In mouse embryos in the stages after gastrulation (after E9.5), when basic brain architectures have been formed, Otx2 functions in the regulation of brain region-specific development (e.g., Acampora et al., 2001; Kurokawa et al., 2004), including the functional antagonism between Otx2 and Gbx2, which sets the midbrain-hindbrain boundary (Millet et al., 1996; Katahira et al., 2000; Simeone, 2000; Martinez-Barbera et al., 2001). However, these brain region-specific functions of Otx2 in postgastrulation stages cannot be extrapolated to the gastrulation period, in which Otx2 does not contribute to the specification of brain regions. At the beginning of chicken embryo gastrulation (st. 4–5), all forebrain, midbrain, and hindbrain precursors reside in the Otx2-expressing anterior epiblast (Fernandez-Garre et al., 2002; Yoshihi et al., 2022a). In addition, the subdivisioin of brain tissue, forebrain, midbrain, or hindbrain, that developed from the Otx2-expressing anterior epiblast in response to AME grafting at st. 4 depended on the graft position, indicating that gross regional specification of potential brain precursors occurred by st. 4, independent of Otx2 function (Yoshihi et al., 2022a; Yoshihi et al., 2022b).

What role does Otx2 play in the brain-forming anterior epiblast? Interestingly, Otx2 is not expressed in the posterior epiblast during these stages. In mouse embryos, Otx2 is expressed throughout the entire epiblast, where Otx2 in cooperation with Zic2 establishes the epiblast state primed for somatic development (Matsuda et al., 2017; Kondoh, 2024a), but as gastrulation progresses, Otx2 expression in the posterior epiblast gradually disappears (Ang et al., 1994; Martinez-Barbera et al., 2001; Iwafuchi-Doi et al., 2012). In addition, Otx2 is not expressed in the posterior epiblast in chicken embryos, presumably in response to retinoic acid signaling (Bally-Cuif et al., 1995) (Figure 1A).

**FIGURE 1:**
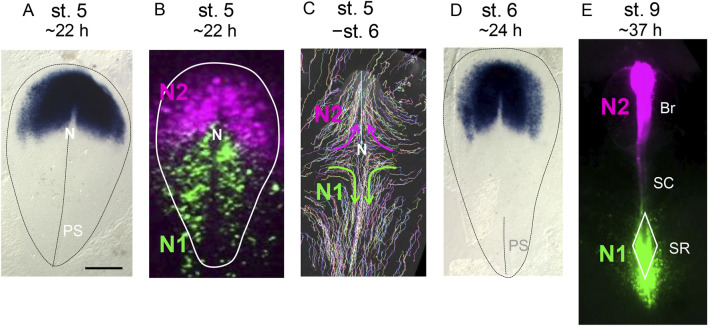
Developmental stage-dependent changes in the *Otx2* expression domains, N1 and N2 *Sox2* enhancer coverage, and cell trajectories in the gastrulation-stage epiblast. The embryonic stages were defined according to Hamburger and Hamilton (1951). Approximate periods for embryos to reach these stages under stable incubation at 38°C are indicated. The bar indicates 500 µm. **(A)** The expression profile of *Otx2* in a st. 5 chicken embryo, as determined using *in situ* hybridization. Susan Chapman produced data and deposited it in GEISHA database (Antin et al., 2014). The data was reproduced with permission from both parties. The contour of the area pellucida, which primarily develops into embryonic tissues, and the primitive streak position are indicated by the auxiliary broken lines.The anterior direction is toward the top. N, node; PS, primitive streak. **(B)** Activity of the N1 and N2 enhancers of the *Sox2* gene in stage 5 epiblast cells, as visualized by N1-EGFP and N2-mRFP vector electroporation. The N2 enhancer is active in the wide anterior epiblast area. Because N2 enhancer activation depends on the binding of Otx2 to the enhancer sequence (Iwafuchi-Doi et al., 2012), N2 activity reflects *Otx2* expression. The N1 enhancer activity initially covers the posterior epiblast broadly with minimal overlap with the N2 enhancer-active anterior epiblast. **(C)** Trajectories of epiblast cells from st. 5 to st. 6, visualized using the Supernova cell labeling vector cocktail (Yoshihi et al., 2022a). N2 enhancer-active anterior epiblast cells mostly gather at the midline and migrate anteriorly to form brain tissues. N1 enhancer-active posterior epiblast cells migrate toward the midline and then posteriorly. **(D)** The *Otx2* expression profile of a st. 6 chicken embryo, as determined using *in situ* hybridization. Susan Chapman produced data and deposited it in GEISHA database (Antin et al., 2014). *Otx2* is strongly expressed within an ∼1 mm-wide region in the anteromedial part of the epiblast, which later develops into brain tissues. Lateral to this region, a pair of *Otx2*-weak epiblast regions are formed, which later develop into the anterior surface ectoderm (Yoshihi et al., 2022a). The N2 enhancer activity at st. 6 aligns with the *Otx2* expression profile, high in the brain-forming region but low in the head ectoderm-forming region. **(E)**. Distribution of cells with N1 and N2 enhancer activity in an embryo at st. 9. Br, brain; SC, spinal cord (at this stage, the cervical spinal cord); SR, sinus rhomboidalis. The data in **(B,C)** were from Konya et al. (2024) and Nakamura et al. (2024), respectively.

In addition, when the neural plate forms and subsequently folds, the expression of *Otx2* and the related *Otx1* is downregulated along the line where the neural plate bends, initially at the midline and then at the edge (Bally-Cuif et al., 1995; Millet et al., 1996; Plouhinec et al., 2005).

We anticipated that ectopic expression of Otx2 in these typically Otx2-absent or Otx2-low epiblastic tissues would elicit abnormal developments, which would aid in deciphering Otx2 functions during the gastrulation stages. In this study, we expressed exogenous Otx2 throughout the epiblast at a physiological level to address the lack of endogenous Otx2 expression. Embryos electroporated with the vector for nonspecific Otx2 expression at the epiblast side developed pleiotropic abnormalities, which provided information about the functions of Otx2.

To understand and analyze exogenous Otx2-induced abnormalities, it is crucial to consider the regulation of Sox2, a central transcription factor involved in neural development, which differs entirely between the anterior and posterior epiblast.

Anterior to the node, *Sox2* gene transcription depends on the N2 enhancer, which is activated by the cobinding of Otx2, Zic2, and a POU factor to the enhancer sequence; therefore, transcription of this gene anterior to the node is dependent on Otx2 (Iwafuchi-Doi et al., 2012). All epiblast cells with an active N2 enhancer have the potential to develop into brain tissues; however, in normal embryogenesis, only the N2-positive cells proximal to the AME develop into brain tissues, and remote epiblasts develop into the head ectoderm (Yoshihi et al., 2022a; Yoshihi et al., 2022b; Kondoh, 2024b). In contrast, in the region posterior to the node, where Otx2 expression is absent, neural tissues largely develop from neuromesodermal progenitors (NMPs), which are characterized by N1 *Sox2* enhancer activity (Takemoto et al., 2006; Takemoto et al., 2011; Kondoh and Takemoto, 2024). These two epiblast regions with N2 enhancer activation and N1 enhancer activation do not overlap significantly (Figure 1B), which supports the model that Sox2 regulation of neural development differs entirely between the anterior and posterior epiblast.

In both the anterior and posterior epiblast fields, the cells converge to the midline from st. 5 to st. 6 (Figure 1C). N2 enhancer-positive anterior epiblast cells migrate anteriorly to develop into the brain and anterior surface ectoderm, whereas N1 enhancer-positive NMPs gathered at the midline quickly migrate posteriorly to promote posterior trunk extension (Yoshihi et al., 2022a). At st. 6, the anterior neural plate, which strongly expresses Otx2, is already formed and later develops into brain tissues, which are distinct from the low-Otx2 head surface ectoderm precursors (Figure 1D). N2 enhancer-positive cells subsequently develop into brain tissues, whereas the majority of N1 enhancer-positive NMPs accumulate in the sinus rhomboidalis tissue complex, where the stem cell population of NMPs multiply in a Wnt3a- and Bra (TbxT)-dependent manner (Yamaguchi et al., 1999; Garriock et al., 2015; Kondoh et al., 2016) and provide cell sources for trunk posterior extension (Kondoh, 2024b; Kondoh and Takemoto, 2024) (Figure 1E). At the anterior spinal cord (SC) level, the NMPs at the midline develop directly into mesodermal tissues if the cells ingress into the lower cell layer or neural tissue if the cells remain in the epiblast layer without participating in NMP stem cell production (Kondoh and Takemoto, 2024; Konya et al., 2024). Posterior to the cervical region, mesodermal tissues develop from NMP stem cells that multiply and ingress into the lower layer of the sinus rhomboidalis. Due to this NMP behavior that depends on the axial level of the cells, *Wnt3a*-knockout (Takada et al., 1994) and *Bra*-knockout (Yamaguchi et al., 1999) embryos lack tissues posterior to the forelimb while normally producing head and cervical tissues (Kondoh et al., 2016; Kondoh and Takemoto, 2024). Therefore, fully understanding the regulatory role of NMPs is essential to deciphering the pleiotropic effects of exogenous Otx2 expression on trunk development.

In this study, we identified the basic roles of Otx2 in the brain-forming anterior epiblast for the first time in 3 decades of Otx2 research. Exogenous Otx2 expression did not affect the regional specification of the CNS.

## 2 Results

### 2.1 Impact of panepiblast expression of exogenous Otx2 in chicken embryos

The mixture of the Otx2 expression vector and EGFP vector (see Materials and Methods) was electroporated during the transition from st. 4 to st. 5, abbreviated hereafter as st. 4/5 (∼19 h of incubation), when electroporation into the broad epiblast is efficient and the node has not extended AME (Yoshihi et al., 2022a). The mouse *Otx2* (*mOtx2*) cDNA sequence was used to distinguish exogenous *Otx2* from endogenous chicken *Otx2* (*cOtx2*) in the transcriptome analysis.

The effects of exogenous Otx2 expression were first analyzed at st. 9–10 (Hamburger and Hamilton, 1951; ∼37 h of incubation) and compared with those of control embryos, which were electroporated with only the EGFP expression vector (Figures 2A,C). The electroporation of these vectors also occurred in the area opaca, extraembryonic tissues that primarily develop into the yolk sac and chorion. In the figure, the area opaca boundaries are indicated by broken yellow lines to distinguish this region from the epiblast region in the area pellucida (Figures 2A,C).

**FIGURE 2:**
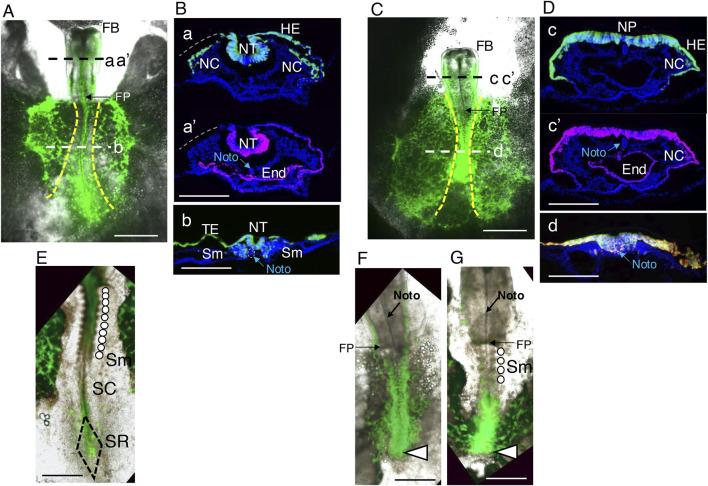
Morphological features of embryos subjected to panepiblast electroporation with exogenous Otx2 expression. Embryos with exogenous Otx2 expression were electroporated with pCAGGS-m*Otx2* and pCAGGS-EGFP vectors at st. 4/5, whereas control embryos received insert-free pCAGGS and pCAGGS-EGFP vectors; both groups of embryos were assessed for the expression of the vector-driven proteins at st. 9–10. **(A)** Control embryo. The anterior direction is toward the top. The yellow broken lines indicate the boundaries between the area pellucida (central) and the area opaca (lateral). Cryosections at axial levels a, a’ and b and immunostained for EGFP and Otx2 with nuclear DAPI staining are shown in **(B)**. FB, forebrain; FP, foregut portal. The bar indicates 1 mm. **(B)**. Immunostained cryosections of the embryo shown in **A** at the axial levels aa’ (posterior midbrain) and b (spinal cord). The bars indicate 200 μm. **a** and **a’** are the same section stained for EGFP and Otx2, with the EGFP channel fluorescence (green) and Otx2 channel fluorescence (magenta) separately overlaid on the DAPI nuclear fluorescence (blue). This section lacked the left side head ectoderm at the position indicated by the gray broken line. The epiblast-derived tissues, neural tube (NT), head ectoderm (HE), and neural crest (NC) were fully labeled with EGFP. Endogenously, Otx2 was strongly expressed in the neural tube (NT) and endoderm (E) but weakly expressed in the HE. The anterior notochord (Noto) was recognized by the DAPI staining pattern. **(b)** A section at the trunk level. The EGFP-labeled posterior epiblast cells developed into the spinal cord neural tube, trunk ectoderm (TE), and somites (Sm). No endogenous Otx2 expression was detected at this level. **(C)** Representative embryo coelectroporated for EGFP and Otx2. Although pairs of brain vesicles formed in the forebrain (FB), the midbrain and hindbrain portions developed as a continuous flat and open neural plates. In addition, the trunk portion was shortened. The bar indicates 1 mm. **(D)** Immunostained cryosections of the embryo shown in **(C)** at axial levels cc’ (midbrain) and d (trunk neural tissue). The bars indicate 200 μm. **c** and **c’** are the same section stained for EGFP and Otx2, which were individually overlaid on the DAPI nuclear fluorescence (blue). Virtually all HEs and neural plates (NPs) were simultaneously labeled with EGFP and Otx2. NC cells expressing exogenous Otx2 also developed. **(d)** A representative trunk section where the Otx2 (magenta) and EGFP (green) fluorescence signals were overlaid. The cells expressing these proteins invaginated as a thick cell belt along the trunk midline but did not migrate laterally to form the paraxial mesoderm or invaginate sufficiently to form a neural tube. The notochord was located in a ventral part of the mass of Otx2-expressing cells (see also Figure 9, below). **(E,F)** High-power images of the same embryos as in **(A,C)**, respectively, showing the details of posterior morphology and fluorescence distribution. The bars indicate 500 µm. **(E)** A normal embryo with the development of 10 pairs of somites (Sm) indicated by an array of circles, a narrow spinal cord (SC), and the sinus rhomboidalis (SN). **(F)** No somites developed, and the trunk ended abruptly (arrowhead) without forming the sinus rhomboidalis. **(G)** An embryo similar to **(F)** but with the development of four somite pairs.

Figures 2A,B show that the neural tube, neural crest cells, surface ectoderm from the head to the trunk, and paraxial mesoderm giving rise to somites are derived from epiblast cells marked by EGFP expression. Figure 2B(a’) shows that the neural tube and anterior endoderm strongly express Otx2, whereas the head surface ectoderm moderately expresses Otx2 in normal embryos.

Figures 2C,D show the pleiotropic effects of exogenous Otx2 expression on epiblast cells. Although the forebrain (FB) developed without abnormalities, the midbrain and hindbrain portions developed as flat and open neural plates, and trunk elongation was hindered. In these embryos, EGFP was expressed in virtually all epiblast derivatives and was accompanied by Otx2 expression.

The morphological characteristics of the embryo trunks were investigated using high-magnification images (Figures 2E–G); embryos with exogenous Otx2 expression lacked the sinus rhomboidalis, the embryonic site where NMP stem cells multiply (Kondoh, 2024b; Kondoh and Takemoto, 2024). The neural tissue along the posterior embryo axis was broader than that in the ordinary spinal cord, and the posterior cell mass ended without forming the sinus rhomboidalis. In addition, somites did not form in most embryos (Figure 2F); occasionally, embryos with four somites developed. The mechanism underlying the occurrence of embryos with zero or four somite pairs is given below.

As shown in Figure 2D, the EGFP fluorescence signal fluctuated moderately among the electroporated cells; the exogenous Otx2 level may have fluctuated similarly. Therefore, extrapolating the Otx2 level to the null EGFP level will indicate the endogenous Otx2 expression level. We measured the Otx2 nuclear fluorescence and EGFP fluorescence of the same regions of interest (ROIs) in the midbrain sections of the embryo (Figure 2B) and the corresponding regions of the flat neural plate (Figure 2D). After the Otx2 levels in these samples were equalized at the low EGFP zone, the relative Otx2 signals were plotted against the EGFP signals (Figure 3A). The average fluorescence intensity of the sum of endogenous and exogenous Otx2 was 1.37-fold greater than that of endogenous Otx2 alone (control).

**FIGURE 3:**
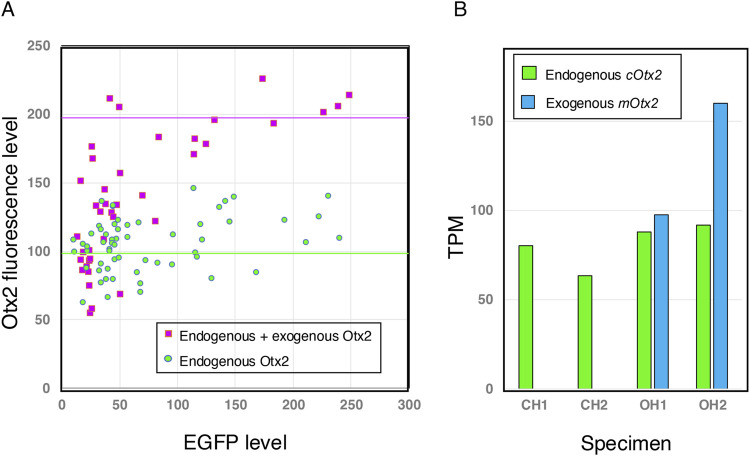
Exogenous Otx2 is expressed at a level comparable to that of endogenous Otx2 in brain tissues that develop from electroporated epiblast cells. **(A)** Brain sections immunostained for EGFP and Otx2, analogous to those in Figures 2B,D, were analyzed by measuring the fluorescence intensities of the same nuclei using Fiji (Schindelin et al., 2012). Otx2 is a highly conserved protein; mouse and chicken Otx2 differ only in one and three positions, respectively, from the immunogen human Otx2 of 289 amino acid residues. Therefore, cOtx2 and mOtx2 should be bound equally by the antibodies. Otx2 fluorescence in the low-EGFP range (<20) was assumed to be comparable in both samples (minimal contribution from exogenous Otx2) and equalized. Then, the scatter plots from both samples were compared. The exogenous Otx2 expression level, even in samples with high total Otx2 expression, was not greater than the endogenous Otx2 expression level. **(B)** Transcriptome analysis of the midbrain-hindbrain region of the brain at st.10–11, explained in Figure 7, distinguished transcripts of exogenous m*Otx2* (mouse *Otx2*) from those of endogenous c*Otx2* (chicken *Otx2*). Two embryo samples, each consisting of a pool of four embryos, were prepared for the control (chicken *Otx2* only, CH1 and CH2) and the Otx2 group (chicken and mouse *Otx2*, OH1 and OH2). TPMs averaged for four embryo samples are presented. The control embryos did not display any mouse *Otx2* transcripts. In the OH1 and OH2 samples, exogenous mouse and endogenous chicken Otx2 were expressed at comparable levels in terms of transcripts per kilobase million (TPMs).

When the range of EGFP fluorescence was greater than 20, indicating efficient electroporation of the cells, the Otx2 level was approximately 2-fold greater than that in the control under our experimental conditions. In the transcriptome analysis described below, the exogenous *mOtx2* transcript level was comparable to that of endogenous *cOtx2* in the midbrain-hindbrain region (Figure 3B).

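In the midbrain-hindbrain samples, reads of the exogenous mouse Otx2 cDNA were counted apart from those of the endogenous chicken OTX2 gene, because the mouse sequence had been added to the chicken reference genome. Chicken OTX2 (gene identifier 395191) lies on chromosome 5 of the GRCg7w assembly, from 55429563 to 55436665. Its transcript level was 71.7 ± 12.0 TPM (SD, 2 pools of 4 embryos) in CH and 89.8 ± 2.85 TPM (SD, 2 pools) in OH. The log2 fold change of chicken OTX2 was 0.30 (standard error 0.26; adjusted p = 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.15 and 0.47 when each of the CH and OH samples was left out in turn. Mouse Otx2 was present at 97.4 TPM in OH1 and 160.3 TPM in OH2, with a mean of 129 TPM (SD 44.5). No mouse Otx2 read was counted in CH1 or CH2. The limit that a count of 0 allows, 3 reads, corresponds to 0.0997 CPM in CH1 and 0.0906 in CH2. This limit covers counting error only, because reads without molecular identifiers are not independent molecules. Measured against this limit, the mouse Otx2 level was at least 591-fold higher in OH than in CH. The ratio of mouse Otx2 to chicken OTX2 TPM was 1.11 in OH1, 1.75 in OH2 and 1.43 (SD 0.450) between the group means. Of the alternative settings, CPM (read counts scaled by depth) without correction for transcript length moved this ratio most, to 0.656.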

Six embryos were electroporated with a 40% input of the Otx2 expression vector compared to the standard protocol. Of these, four embryos were indistinguishable from the control, while two displayed mild effects, i.e., partial opening of the midbrain and reduction in somite numbers (7 vs. 11 in controls). When Otx2 expression vector input was doubled, the electroporated embryos (5/5) displayed morphological features indistinguishable from those treated with the standard vector level reported in Figure 2. Therefore, the anterior and posterior morphological abnormalities develop with similar thresholds of exogenous Otx2 expression levels. Furthermore, these effects were saturated when the exogenous Otx2 level reached that of the standard procedure for Figure 2C.

To validate the visual assessment of morphology, the following parameters were measured in six control embryos (C group) and seven embryos with exogenous Otx2 expression (O group) at st. 9–10: embryo length, head length, trunk length, trunk neural tissue width, and somite number. The results are summarized using box plots in Figure 4. The p values were determined via the Mann‒Whitney U test. The analysis confirmed that the embryo length was significantly shorter in O group embryos than in C group embryos (Figure 4A), with the primary cause being the shortened trunk (Figure 4B). The axial neural tissues (tissue architectures shown in Figures 3B,D), were significantly wider in O group embryos than in C group embryos (Figure 4C).

**FIGURE 4:**
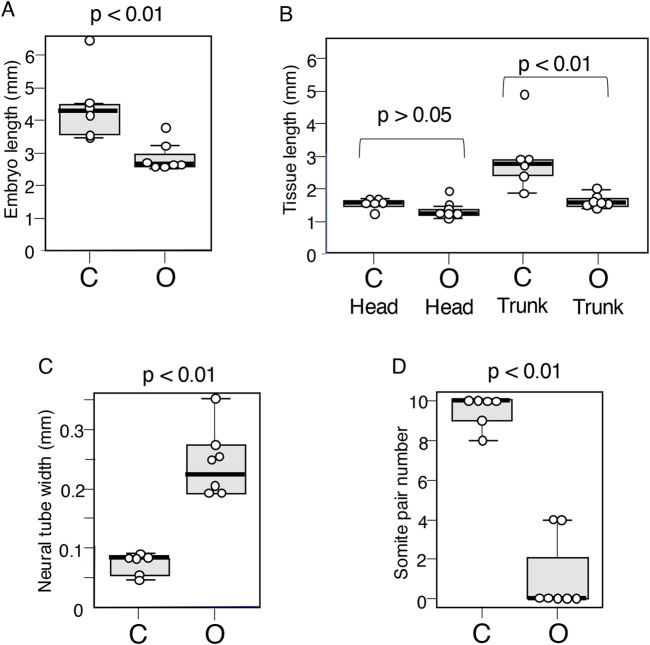
Boxplot representation of the morphological features of embryos that developed following exogenous Otx2 expression at stages 9–10. C group: Data from six control embryos. O group: Data from seven embryos with exogenous Otx2 expression. **(A)** Embryo length. Averages were 4.42 mm for C and 2.86 mm for O. *p* = 0.0066. **(B)** The lengths of the head (distance between the embryonic anterior end and the foregut portal) and the trunk (remaining embryonic portion) were assessed separately, indicating that the difference in embryo length was derived primarily from the trunk length. The average head length was 1.50 mm for C and 1.29 mm for O; *p* = 0.073. The average trunk length was 2.97 mm for C and 1.57 mm for O; *p* = 0.023. **(C)** The widths of axial neural tissues were determined using the bright-field images of the embryos. Average widths of axial neural tissue at the axial level 1 mm anterior from the embryo posterior end for the C group embryos and 0.5 mm from the posterior end for the O group embryos: 74 µm for the C group and 251 µm for the O group; *p* = 0.0026. **(D)** Somite numbers, *p* = 0.0017.

The O group embryos had no somite pairs (Figure 2F) or occasionally four somite pairs (Figure 2G), whereas the control embryos had ∼10 somite pairs (Figure 2E). No embryos in the experimental group presented 1–3 somite pairs (Figure 4D). This distribution of somites presumably reflected the fact that the first four somite pairs develop simultaneously (Yoshihi et al., 2022b; Kondoh, 2024b), in contrast to the sequential addition of somite pairs at later stages of development (Palmeirim et al., 1997). In other words, Otx2 expression in the posterior epiblast after st. 4 inhibits somite development, and two embryos escaped this inhibition only for the time required to develop the first four somite pairs; presumably, the subtle difference in the timing of Otx2 effectuation was responsible for embryos having either no somite pairs or four somite pairs.

In summary, the expression of exogenous Otx2 throughout the epiblast after st.4/5 resulted in pleiotropic morphological abnormalities in the embryos at st. 9–10. These abnormalities including the following: (1) Open and flat midbrain/hindbrain regions; (2) shortened trunk; (3) absence of the sinus rhomboidalis, the site of NMP stem cell multiplication, which may be correlated with the shortened trunk; (4) development of widened and unclosed neural tissue, equivalent to the spinal cord; and (5) inhibition of somite development. The following sections explore the causal processes elicited by exogenous Otx2 expression that lead to the observed morphological phenotypes.

### 2.2 Live imaging of EGFP-labeled epiblast cells to assess the dynamic impacts of exogenous Otx2 expression

To investigate how exogenous Otx2 affects epiblast-derived tissue development, the collective migration of EGFP-labeled cells (i.e., cells with exogenous Otx2) in O group embryos was recorded and compared with that of the EGFP-labeled cells in control (C group) embryos (Supplementary Movies S1, S2). The epiblast cells migrated in either a medioanterior or medioposterior direction, depending on their axial level positioning (Figure 1C), regardless of exogenous Otx2 expression. However, a clear difference emerged at approximately st. 8 (∼29 h after fertilization, when the first four somites developed in control embryos). At st. 8, the posterior epiblast of control embryos exhibited a broad and uncurled neural plate (Figure 5A(a), a frame of Supplementary Movie S1); in contrast, the exogenous Otx2-expressing epiblast had already started neural tube development at the cervical level (Figure 5B(a) from Supplementary Movie S2, the region in the magenta box), suggesting a precocious occurrence of neural tissue development in the posterior epiblast with exogenous Otx2.

**FIGURE 5:**
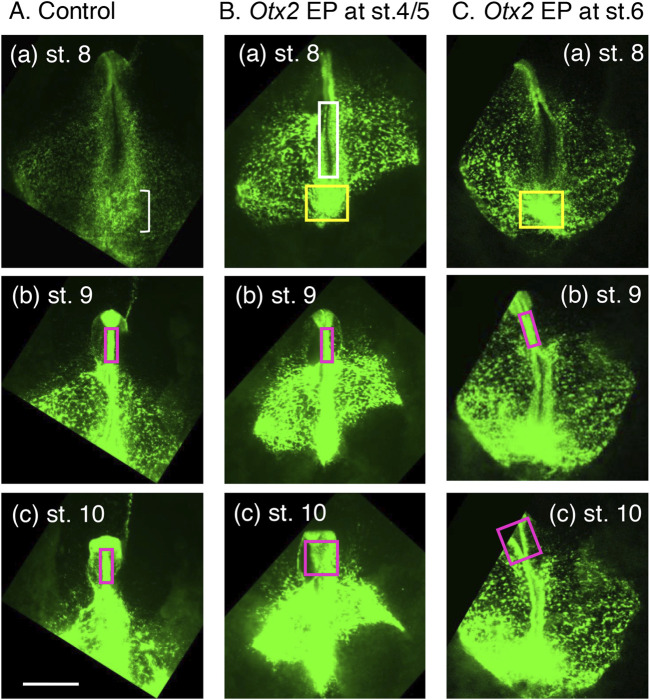
Landmark frames from Supplementary Movies S1–S3 showing the critical cellular events accounting for the morphological characteristics of embryos electroporated with the exogenous Otx2 expression vector. The image brightness was modified from the original movies. The bar indicates 1 mm. **(A)** A control embryo with electroporation of EGFP-expressing and insert-free pCAGGS vectors at st. 4/5 (∼19 h of incubation). EGFP fluorescence indicates the migration and accumulation of epiblast cells. **(a)** At st. 8, when the brain portions started to assume a neural tube, the NMP-derived spinal cord region was still a wide neural plate. The loose cell accumulation indicated by the small bracket forms the sinus rhomboidalis. **(b,c)** During st. 9 to st. 10, the midbrain and hindbrain portions remain as a narrow neural tube (magenta rectangle). **(B)** An embryo electroporated with pCAGGS-EGFP and pCAGGS-m*Otx2* at st. 4/5. **(a)** A neural tube was formed precociously at the cervical spinal cord level around st. 8 (∼29 h of incubation), as indicated by the white rectangle, and the cells accumulated at the posterior end of the trunk (yellow rectangle). **(b)** The midbrain and hindbrain portions remained as a narrow neural tube (magenta rectangle) at st. 9. **(c)** However, the midbrain and hindbrain portions were widened at st. 10. **(C)** An embryo electroporated with pCAGGS-EGFP and pCAGGS-m*Otx2* at st. 6. **(a)** The spinal cord-forming neural plate was still open, similar to the control embryo in **(A)**. However, cells accumulated at the posterior end of the trunk (yellow rectangle), similar to the embryo in **(B)**. **(b)** The midbrain and hindbrain portions remained as narrow neural tubes (magenta rectangles) at st. 9 (∼37 h of incubation). **(c)** However, the midbrain and hindbrain portions were widened (magenta rectangles) at st. 10 (∼42 h of incubation).

Supplementary Movies S1, S2 also indicated that posterior extension slowed beginning at approximately st. 8 and ceased at st. 10 in the embryos with exogenous Otx2 (Figure 5B), in contrast to the control embryos, in which posterior trunk extension continued (Figure 5A and other analogous data, e.g., a movie in Iida et al. (2020)). At this stage, a dense cell cluster (yellow box) appeared at the posterior end of the embryos expressing exogenous Otx2 (Figure 5B(a)). This cell cluster likely resulted from the premature convergence of the epiblast cells toward the midline, judged from Supplementary Movies S2, S3, where the BMP antagonists are secreted and neural development is promoted (Kondoh and Takemoto, 2024). This cell convergence developed into the thick and posterior neural tissues at st. 10 (Figure 2D(d)).

In the brain region, the midbrain and hindbrain developed as a narrow neural tube until st. 9, regardless of exogenous Otx2 expression (Figures 5A(b),B(b)). However, at st. 10, the once-closed neural tube had opened and developed into a wide flat neural plate in the embryos with exogenous Otx2 (Supplementary Movie S2; Figure 5B(c)). Therefore, wide flat neural plates, as shown in Figure 2D(c, c’), were formed only after st. 9.

### 2.3 Consequences of a later-stage supply of exogenous Otx2

The above experiments suggest that Otx2 expression in the posterior epiblast inhibits somitogenesis in a manner dependent on the timing of exogenous Otx2 expression after electroporation of the vector at st. 4/5; a fraction of the embryos that escaped this inhibition developed the first four somite pairs. According to this model, electroporation of the exogenous Otx2 vector at a later stage allows the development of a greater number of somite pairs than electroporation performed at an earlier stage but still inhibits later stages of somitogenesis.

Another critical issue is whether the posterior extension of axial tissue is suppressed even after a later stage Otx2 vector electroporation. To address this question, we electroporated the epiblast of chicken embryos at st. 6 (∼24 h of incubation), in which the brain-forming anterior epiblast region is established (Figure 1D). Six embryos electroporated at st. 6 were allowed to develop for ∼18 h, during which four control embryos reached st. 10–11 (42–45 h of incubation).

Comparing Figure 6A (control) with Figure 6B (Otx2 vector electroporation at st. 6, EGFP fluorescence superimposed on the bright-field image) and Figure 6B’ (bright-field image only) revealed the following findings: (1) The widened neural plate formed even after Otx2 vector electroporation at st. 6; (2) variable numbers of somite pairs developed (median = 9) but were significantly fewer than those of control embryos (median = 12.5, *p* = 0.017; Figure 6C); and (3) the posterior extension of thick axial neural tissue ended without the formation of sinus rhomboidalis (Figures 6B,B’), showing the same features as those of embryos electroporated at st. 4/5 (Figures 2F,G).

**FIGURE 6:**
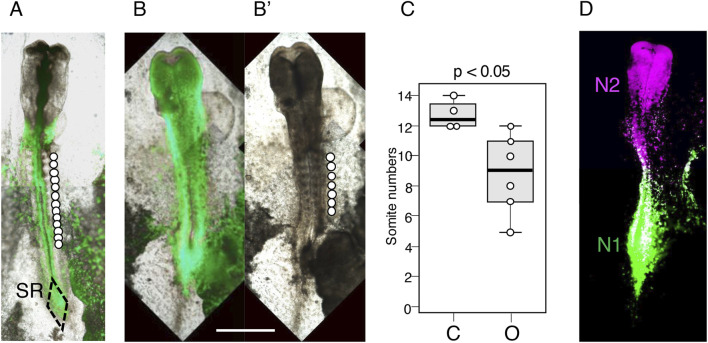
Consequences of electroporating the Otx2 expression vector at st. 6. The embryos were fixed at st. 10–11 (42–45 h of incubation). The bar indicates 1 mm. **(A)** A control embryo electroporated with pCAGGS-EGFP, with 13 somite pairs indicated by circles placed laterally to the somites. SR, sinus rhomboidalis. **(B)** An embryo electroporated with pCAGGS-EGFP and pCAGGS-m*Otx2* at st. 4, with EGFP fluorescence superimposed on the bright-field image. Note that the midbrain-hindbrain region was flattened, similar to that in embryos with electroporation at st. 4/5 (Figure 2C). **(B’)** Bright-field image of the same embryo showing the development of seven somite pairs. **(C)** Statistics of the differences in the somite numbers between four control (C) and six Otx2-electroporated (O) embryos using box plots; *p* < 0.05. **(D)** An embryo electroporated with N1-EGFP, N2-mRFP1, and CAGGS-mOtx2 vectors at st. 6 and fixed at st. 11, showing that the N1 and N2 enhancers were unaffected by exogenous Otx2 expression. N1 and N2 enhancer-active cell territories in the epiblast are maintained under exogenous Otx2 expression.

Live imaging of one embryo electroporated at st. 6 (Supplementary Movie S3) indicated that the posterior epiblast remained broad, similar to that of normal embryos (Figure 5C), without showing precocious neural tube development, which differs from embryos electroporated with the Otx2 vector at st. 4/5 (Figure 5B). This observation supported the model that the lack of somitogenesis in the latter embryos is due to precocious neural tube development.

Supplementary Movie S3 also revealed that a dense cell cluster formed at the posterior end of the embryos concomitantly with the midline convergence of the epiblast cells at st. 8 (Figure 5C(a), yellow box), similar to that observed after Otx2 vector electroporation at st. 4/5 (Figure 5B(a)). As discussed above regarding Figure 5B(a), this midline convergence promotes neural development. The posterior trunk extension slowed and ceased at st. 10, similar to the embryos electroporated at st. 4/5 (Figures 5B,C).

Additional embryos (*N* = 2) at st. 6 were electroporated with N2-mRFP1 and N1-EGFP vectors in addition to the Otx2 vector to examine whether exogenous Otx2 affected the activity of these enhancers. Figure 6D shows that these enhancers maintained their activity and regional coverage under exogenous Otx2 expression.

### 2.4 Transcriptome analysis of the tissues affected by exogenous Otx2 expression

To determine the mechanisms underlying exogenous Otx2-induced abnormal morphogenesis in the brain and trunk, gene transcripts in tissues from embryos electroporated with the Otx2 expression vector at st. 4/5 were compared with control embryos at st. 10–11 (∼42 h of incubation). The following tissues were collected from the control and exogenous Otx2-expressing embryos: the midbrain-hindbrain region (rectangles in Figure 7A, designated CH [a] and OH [b]) and the posterior trunk regions including the sinus rhomboidalis in the control embryos (inverted trapezoids in Figure 7A, designated CT [a] and OT [b]). The forebrain tissues unaffected by exogenous Otx2 expression were excluded from the CH/OH samples. The CT and OT samples were used to compare the sinus rhomboidalis in the control embryos and the corresponding region in the embryos with exogenous Otx2. We aimed to determine whether the gene regulatory network in the sinus rhomboidalis, which sustains the NMP stem cell expansion, still operates in the embryos with exogenous Otx2 expression that lack the sinus rhomboidalis tissue morphology. Samples from four embryos were pooled for RNA-seq analysis. Duplicate samples were prepared for these tissues and designated CH1, CH2, etc. In addition, posterior area opaca tissues from control and Otx2-electroporated embryos (CA and OA) were included to provide a tissue type distance perspective for the analysis.

**FIGURE 7:**
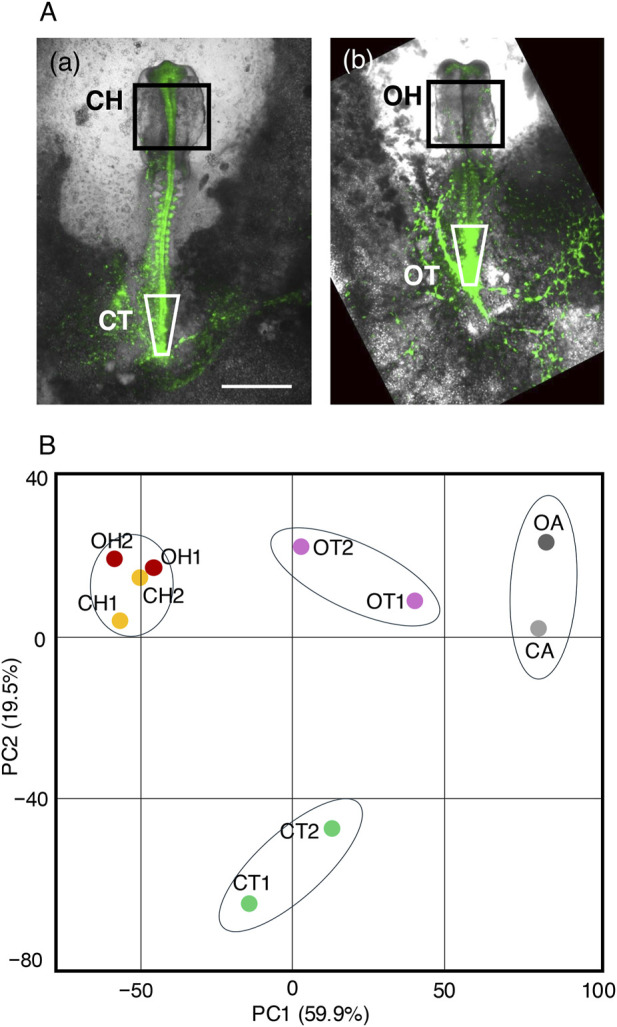
Transcriptome analysis of tissues affected by exogenous Otx2 expression via RNA-seq. **(A)** The tissues subjected to analysis in normal embryos at st. 10–11 **(a)** and in Otx2-electroporated embryos of the corresponding stages **(b)** from the same embryo pool. The bar indicates 1 mm. The CH and OH indicated by the rectangles represent the midbrain-hindbrain regions of the embryos, excluding the forebrain. The CT and OT samples in **(a,b)** are the sinus rhomboidalis in the control embryos and the corresponding region in Otx2-electroporated embryos. Tissues from four embryos were pooled to prepare a sample for RNA-seq, and duplicate samples, CH1, CH2, etc., were subjected to analysis. **(B)** PC1‒PC2 chart of the primary component analysis, showing clustering of the transcriptome profiles. Note that CH1, CH2, OH1, and OH2 constitute a tight, inseparable cluster.

Poly-A RNAs from these ten samples were subjected to RNA-seq analysis; the data were deposited in GEO with the accession number GSE292068. 

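The samples comprised the midbrain-hindbrain region of control (CH1, CH2) and Otx2-electroporated embryos (OH1, OH2), the trunk region of control (CT1, CT2) and Otx2-electroporated embryos (OT1, OT2), and the posterior area opaca of control (CA) and Otx2-electroporated embryos (OA). RNA-seq counts the sequenced fragments of poly-A RNA that map to each gene, so that a count reflects the abundance of a transcript, its length and the depth of sequencing. TPM corrects the count for length and depth. Each sample was a pool of tissues from 4 embryos, and the spread between duplicates is therefore a spread between pools. The Otx2 vector was electroporated together with an EGFP vector, and according to the paper the controls received the EGFP vector and an insert-free vector. The labels of the deposited samples leave open whether both control trunk samples were electroporated. CT1 is titled as not electroporated but its treatment entry names the EGFP vector, whereas the treatment entry of CT2 names no electroporation. Both were used as CT.

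The authors mapped the reads to the GRCg7w chicken genome with the mouse Otx2 and EGFP sequences added, assembled transcripts with StringTie, and deposited read counts and TPM for 25443 genes. The paper names Excel and R for its statistics and names no test for the RNA-seq data. The counts on genes were 30082761 in CH1, 33094508 in CH2, 39557653 in OH1, 39638219 in OH2, 28606038 in CT1, 38951371 in CT2, 30046701 in OT1, 32136134 in OT2, 30079148 in CA and 40806402 in OA. EEF1A1 had the highest count in every sample and took between 0.981% and 1.23% of the counts. Gene starts and ends are given on GRCg7w, and chromosome numbers were assigned by matching 23112 gene identifiers to the gene table of the GRCg7b assembly.

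The counts of CH, OH, CT and OT were fitted together in edgeR with TMM normalization over the 16611 genes that passed its filter on low counts. Genes with an adjusted p under 0.05 in the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested, are referred to as called. The biological coefficient of variation in this fit was 27.9%, with 4 residual degrees of freedom. CA and OA had no replicates and entered no test. On counts simulated from this fit with 200 changed genes, the test called 103 of the 200, together with 5 unchanged genes. The 103 included 75 of the 98 genes that had been changed 4-fold. Transcript levels are the deposited TPM, given as the mean and SD of duplicates. These choices, and the alternatives to them, were made before the data were examined unless stated otherwise.

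Mouse Otx2 reads were counted in each of OH1, OH2, OT1, OT2 and OA, and in none of CH1, CH2, CT1, CT2 and CA, as the sample names require. EGFP was at 7368 TPM in CH1, 3977 in CH2, 1859 in OH1, 4481 in OH2, 15328 in CT2, 5904 in OT1, 9062 in OT2, 11795 in CA and 2571 in OA. In CT1, EGFP was at 1.12 TPM, from 12 reads.

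**Figure D1:**
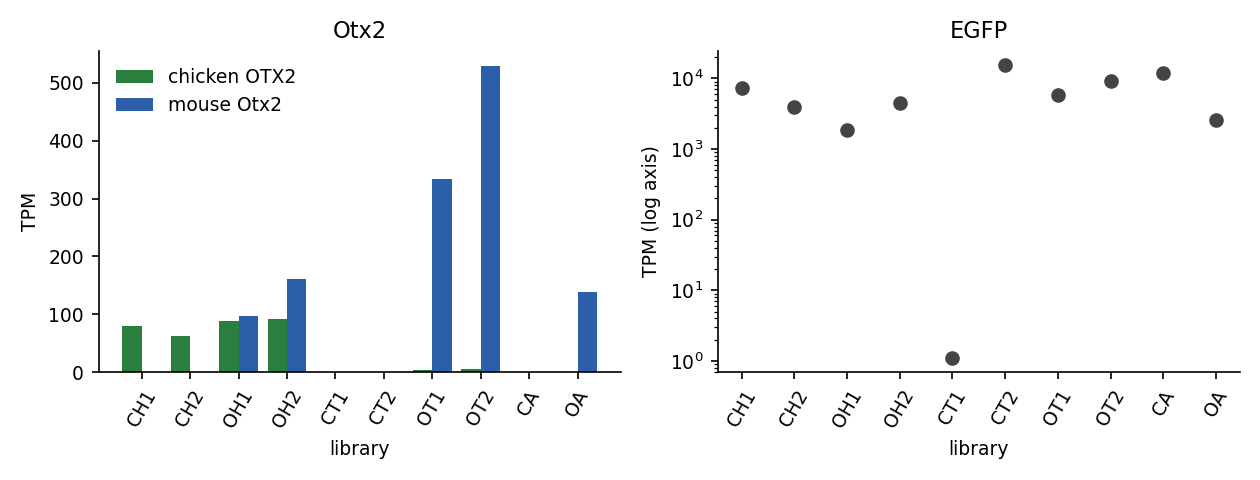
Bars on the left show the TPM of endogenous chicken OTX2 and of exogenous mouse Otx2 in each of the 10 samples, and points on the right show the TPM of EGFP on a log axis. Mouse Otx2 stands at 0 in CH1, CH2, CT1, CT2 and CA, and EGFP stands lowest in CT1, at 1.12 TPM.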

The data were first grouped using principal component analysis (PCA). On the PC1/PC2 chart (Figure 7B), the CT and OT samples were clustered in two remote positions along PC2, indicating a significant difference in the transcriptome profile; the OT (trunk with exogenous Otx2) group was positioned closer to the CA/OA group than the CT group was. In contrast, the CH and OH samples formed a tight, inseparable cluster, indicating that exogenous Otx2 expression did not significantly affect the gene expression profiles of the midbrain and hindbrain despite dramatic alterations in tissue morphology (Figures 2A–D).

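The PCA was recalculated from log2(TPM + 1) of the 15023 genes with at least 1 TPM in at least 1 of the 10 samples, centered but not scaled. The input of the PCA in Figure 7B is not named in the paper. PC1 held 56.6% of the variance and PC2 held 19.2%. The scores on PC2 were -70.1 for CT1, -51.0 for CT2, 11.1 for OT1 and 25.2 for OT2. Distances between transcriptomes were measured as Euclidean distances over the same genes. The mean distance between CT and OT samples was 97.7 (SD 12.1 over the 4 pairs), compared with 55.8 between CT1 and CT2 and 74.2 between OT1 and OT2. Averaged over the 10 samples, the distance between samples of different groups was 1.81 times (SD 0.416) the distance between duplicates. Scaling each gene to unit variance moved this ratio most, to 1.46. The mean distance to the area opaca samples was 95.2 (SD 12.4) for OT and 122 for CT, giving a ratio of 0.777 (SD 0.0642). This ratio ranged from 0.781 to 0.831 under the other settings and from 0.695 without OT2 to 0.874 without CT1. The single pairs overlapped, because OT2 lay at 110.2 from CA whereas CT2 lay at 103 from CA.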

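The mean distance between CH and OH samples was 53.5 (SD 6.30 over the 4 pairs), compared with 62.6 between CH1 and CH2 and 44.1 between OH1 and OH2. The distance between CT and OT was 1.83 times (SD 0.226) that between CH and OH, and it ranged from 1.64 to 2.02 times when each sample was left out in turn. With genes scaled to unit variance, the ratio was 1.55.

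**Figure D2:**
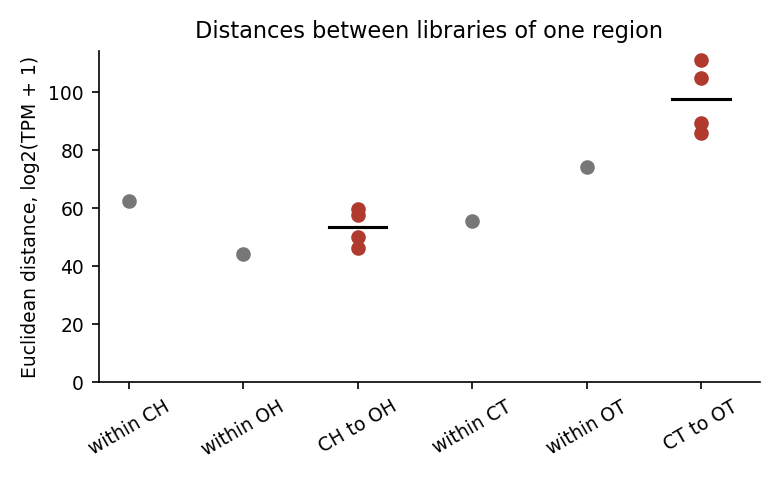
Euclidean distances on log2(TPM + 1) between pairs of samples (points), within and between the control and Otx2-electroporated groups of the midbrain-hindbrain (CH, OH) and the trunk (CT, OT), with lines at the means. The CH to OH distances, with a mean of 53.5, overlap those between duplicates, whereas the CT to OT distances, at 85.8 or more, lie above them.

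In OH compared with CH, 6 genes were called, all of which were higher in OH, and 459 genes had an unadjusted p under 0.05. Apart from mouse Otx2, they were GNB3, TMEM109, DRCC1, TMEM233 and LOC121113056. The last of these, with 0 TPM in CH and at most 2.89 TPM in OH, was below the level set for naming a gene and is named after its values were seen. GNB3 (gene identifier 427945, chromosome 1, 77393592 to 77405290) was at 2.04 ± 0.239 TPM (SD) in CH and 46.2 ± 13.2 TPM in OH. Its log2 fold change was 4.28 (standard error 0.30; adjusted p = 0.0174, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each OH sample above each CH sample. TMEM109 rose from 2.78 ± 0.337 to 24.0 ± 0.137 TPM, DRCC1 from 0.781 ± 0.0459 to 7.58 ± 1.42 TPM, and TMEM233 from 0.183 ± 0.0474 to 9.14 ± 1.59 TPM. Of the alternatives, the DESeq2 Wald test changed the number of called genes by the largest difference, to 62, of which 58 were higher in OH. On simulated counts without any change between OH and CH, DESeq2 called 32 genes and edgeR called 0. The number of called genes was 0 when CT1 or CT2 was left out of the fit, with 471 and 470 genes at an unadjusted p under 0.05, and 2 when OT1 or OT2 was left out.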

### 2.5 Morphogenesis of the midbrain and hindbrain depends on tissue folding along the low-Otx2 axial zone

Because the gene expression profiles of the CH and OH tissues were very similar, we focused on the cellular events that occurred after exogenous Otx2 expression and led to flat and open neural plate formation. Supplementary Movie S4 and movie frames shown in Figure 8A shows that a previously closed neural tube opened in the midbrain-to-hindbrain direction within 5 h (st. 9–10). The cell clusters, two of which are marked by asterisks on the dorsal end of the neural tube (more precisely, in the “dorsal neck” in Figure 8C(a)) at st. 9 (0 h), remained on the edge of the opening sheet. Moreover, internal cells (encircled in the figure) maintained their relative positions during the 5 h period. Therefore, the opening process literally unzippered the apposed dorsal ends and flattened the previously rolled sheet.

**FIGURE 8:**
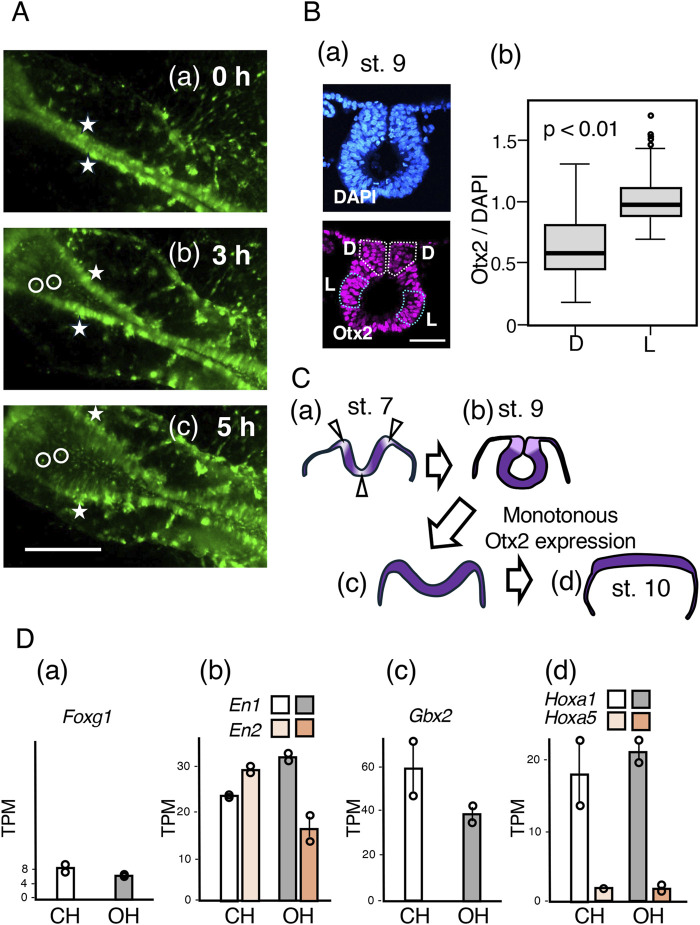
Unzippering of the closed midbrain following exogenous Otx2 expression without altering regional specification. **(A)** Time-lapse images from st. 9 to 10, covering a 5 h period, of the midbrain portion of an embryo that was electroporated with exogenous Otx2 at st. 4/5. Excerpts from the frames of Supplementary Movie S4. The bar indicates 500 µm. **(a)** St. 9 (0 h) embryo; a pair of cell clusters on the dorsal end of the closed midbrain neural tube are marked by asterisks. **(b)** After 3 h, when the opening of the dorsal ends of the neural tube had started, the cell clusters labeled by the asterisk remained on the dorsal ends. Two cells are marked on the side and at the bottom of the curled neural tube. **(c)** At 5 h, when the embryo reached st. 10, the neural tube was opened widely and flattened. The relative positions of the marked cells and cell clusters did not change **(B)**. **(a)** A cryosection of the midbrain-forming neural tube at st. 9, stained for nuclear DNA with DAPI (upper panel) and Otx2 immunofluorescence (lower panel). The dorsal area is toward the top. The bar indicates 50 μm. Otx2 expression levels were lower in the dorsal neck regions (D, outlined by white dotted lines) than in the lateral neural tube wall regions (L, outlined by blue dotted lines). **(b)** Statistics of the nuclear Otx2 immunofluorescence intensity relative to that of DAPI fluorescence, comparing the dorsal neck (D) with the lateral tube wall. A total of 120 nuclei of each dorsal neck (D) and lateral tube wall (L) in four sections at 45 µm intervals along the embryo axis were analyzed. The data indicated that the Otx2 level in the dorsal neck (D) was approximately 60% of that in the lateral tube wall (L); *p* = 3 × 10^−12^ according to Weichi’s *t*-test. **(C)** Otx2 downregulation at the bending positions of the midbrain neural plate **(a,b)** and the effect of exogenous Otx2, which opens and flattens the neural tube **(c,d)**. **(D)** The transcriptome data of the CH and OH samples collected as detailed in Figure 7 and represented as TPM. The data of duplicate samples are presented as circles, and the averages are presented as bars. The transcript levels of *Foxg1* (forebrain), *En1*/*En2* (midbrain), *Gbx2* (hindbrain), *Hoxa1* (hindbrain), and *Hoxa5* (cervical spinal cord) were not significantly affected by the exogenous expression of Otx2.

How does exogenous Otx2 expression lead to this opening process without affecting the bulk transcriptome profile? The expression profiles of *Otx2* and functionally related *Otx1* in the midbrain region at st. 7 and st. 8 (Bally-Cuif et al., 1995; Millet et al., 1996; Plouhinec et al., 2005) indicated that the expression of these genes is reduced along the axially extended zones and the midline (ventral end) and at the junction with the surface ectoderm, where the neural plate bends. In the midbrain of st. 9 embryos, ventral bending of the neural tube had already disappeared, but the Otx2 nuclear fluorescence in the dorsal neck region closing the neural tube was significantly lower than that in the lateral neural tube wall (Figure 8B(a)). The intensity of Otx2 immunofluorescence was compared with that of 4′,6-diamidino-2-phenylindole (DAPI) fluorescence in 120 individual nuclei, confirming that Otx2 expression was reduced to approximately 60% of that in the neural tube wall (Figure 8B(b)). Thus, where Otx2 expression is reduced, the midbrain tissue is invariably bent and forms a corner. This observation indicated that an axial zone with reduced Otx2 expression provides the zone for neural plate bending along the embryo axis.

Therefore, the development of an unbent flat neural plate after exogenous Otx2 expression was likely the result of uncontrolled, monotonously high Otx2 expression abrogating the low Otx2-dependent bending of the midbrain neural tube. This inhibition occurred even after the neural tube was closed; high Otx2 expression flattened the dorsal neck of the midbrain, resulting in unzippering of the neural tube, as schematized in Figure 8C.

Despite the substantial impact of exogenous Otx2 expression on mid-hindbrain morphogenesis, the regional specificities of the neural plate were not affected. The transcriptome analysis shown in Figure 7 revealed that the expression of forebrain-specific *Foxg1* remained low (Figure 8D(a)), whereas the expression of midbrain-specific *En1*/*En2* and hindbrain-characteristic *Gbx2* under exogenous Otx2 expression (OH) was similar to that of the control (CH) midbrain-hindbrain (Figure 8D(B,C)). Moreover, the hindbrain-characteristic *Hox* genes, exemplified by *Hoxa1*, were expressed at similar levels, whereas the cervical spinal cord-specific *Hoxa5* (Nakamura et al., 2024) expression level remained very low (Figure 8D(d)).

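Of EN1, EN2 and GBX2, 0 were called between CH and OH, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. None of these genes was called under any alternative setting. EN1 (gene identifier 771008) was at 24.5 ± 0.937 TPM (SD, 2 pools) in CH and 33.4 ± 1.46 TPM in OH. Both OH samples were above both CH samples for EN1, with a log2 fold change of 0.42 (standard error 0.55). EN2 (100859435) changed from 28.0 ± 1.64 to 15.5 ± 3.83 TPM, with both OH samples below both CH samples and a log2 fold change of -0.88 (standard error 0.44). GBX2 (395950) was at 61.8 ± 16.3 TPM in CH and 40.3 ± 5.80 TPM in OH. Both OH samples were below both CH samples for GBX2 too, with a log2 fold change of -0.63 (standard error 0.38). The adjusted p was 1 for each of these 3 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.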

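HOXA5 (gene identifier 100858404, chromosome 2, 32577955 to 32580565) was at 1.77 ± 0.108 TPM (SD, 2 pools) in CH and 1.78 ± 0.741 TPM in OH. The log2 fold change of HOXA5 was -0.05 (standard error 0.34; adjusted p = 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it changed direction, to 0.34, without OH2. In the trunk controls (CT), HOXA5 was at 61.9 TPM.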

Transcriptome analysis was performed at the st. 10–11, when the reciprocal inhibition between *Otx2* and *Gbx2* (Katahira et al., 2000; Simeone, 2000; Martinez-Barbera et al., 2001) had started to form the midbrain-hindbrain boundary eventually. The data in Figure 8D indicate that a two-fold increase, at most, in the Otx2 level in the brain-forming region (Figure 3) did not interfere with establishing brain regionality.

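Summed over the endogenous chicken and exogenous mouse transcripts, the Otx2 level of OH was 219 TPM, which was 3.05 times that of CH. In CPM, a unit chosen for this sum after seeing the data, it was 142 in OH and 2.03 times that of CH. This sum counts transcripts over the pooled tissue and does not measure the protein level or its distribution among cells. Taken as a list, the regional markers had a median log2 fold change of -0.26 between CH and OH, with an adjusted p of 0.443 in limma's camera test.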

### 2.6 Interference in trunk posterior elongation by exogenous Otx2 expression via abrogation of sinus rhomboidalis function

In contrast to the transcript profiles of the midbrain-hindbrain region, the transcript profiles of the posterior trunk region were significantly different between controls and tissues with exogenous Otx2 expression (Figure 7B, CT1/CT2 vs OT1/OT2). 

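In OT compared with CT, 1118 genes were called, of which 712 were higher and 406 were lower in OT, and 4460 genes had an unadjusted p under 0.05. Of the alternatives, the DESeq2 Wald test added the most genes, with 2776 called, which included 1117 of the 1118. With only the 4 trunk samples, 135 genes were called. Leaving out OH1 or OH2 reduced the number to 284 and 287. The median log2 fold change over all genes moved by less than 0.1 under each normalization.

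Mouse Otx2 was at 432 ± 138 TPM (SD) in OT. The other genes with the largest increases among those above the level set for naming a gene were DMBX1, ARR3, PDC and NR2E3, each listed at 0 TPM in CT. DMBX1 (gene identifier 395271) was at 38.8 ± 24.3 TPM in OT, at least 1405-fold above the limit that a count of 0 allows (adjusted p = 0.0042, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ARR3 was at 114 ± 57.1 TPM, PDC at 17.3 ± 12.5 TPM and NR2E3 at 8.97 ± 7.09 TPM. Without OT2, the OT levels were 21.6 TPM for DMBX1, 73.5 TPM for ARR3, 8.53 TPM for PDC and 3.95 TPM for NR2E3. Without OT1, they were 26.1 TPM for PDC and 13.99 TPM for NR2E3. HOXD4 fell from 84.3 ± 51.3 to 4.92 ± 4.18 TPM, with a log2 fold change of -4.03 (standard error 0.82; adjusted p = 0.037 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HOXD1 and RTN4RL1 had log2 fold changes of -3.85 and -3.42. Without OT1, the log2 fold change was -5.41 for HOXD4, -5.47 for HOXD1 and -4.44 for RTN4RL1. Without OT2 it was -3.28 for HOXD4, -3.05 for HOXD1 and -2.78 for RTN4RL1, and without CT1 it was -3.21 for HOXD4. None of these 3 genes was called when OH1 or OH2 was left out. The adjusted p of HOXD4 in those fits was 0.0716 and 0.0717, within a range of 0.00254 to 0.0936 over the alternatives.

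The response to exogenous Otx2 was compared between the trunk and the midbrain-hindbrain by the interaction term of the same fit. This term was called for 37 genes, with a larger log2 fold change in the trunk for 14 and a smaller one for 23, and 2175 genes had an unadjusted p under 0.05. TBXT was among the latter, with an interaction log2 fold change of -3.60 (adjusted p = 0.0336, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With limma on log2(TPM + 1) the number of called interaction terms was 3, and the DESeq2 Wald test called 786.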

Narrowing the focus of analysis to transcription factor and signaling molecule genes indicated that the expression of genes in and around the sinus rhomboidalis was significantly reduced. 

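Lists of genes were compared between OT and CT by the median log2 fold change and by limma's camera test, with a preset correlation of 0.01 between genes and adjustment over the 13 lists. The lists of lower expression in OT were the HOX genes of paralog groups 1 to 5 (median log2 fold change -1.77, camera adjusted p = 4.0e-09), the HOX genes of groups 6 to 13 (-3.45, 4.0e-09), FGF target genes (-1.56, 1.6e-07), Wnt target genes (-0.66, 1.5e-06), notochord genes (-0.97, 0.0296) and surface ectoderm genes (-0.58, 0.0447). The lists of higher expression were anterior central nervous system genes (2.20, 0.0058) and neural genes (1.00, 0.0281). With groups at or under 3 counts set to the limit that such a count allows, these medians were 2.02 and 0.82. Together with the genes of the regulatory loop in Figure 9A, 9 of the 13 lists passed in camera, and 8 of them passed in the fry test, where the neural genes had an adjusted p of 0.211. The OT duplicates differed for the neural genes. In OT1, SOX2, SOX3, SOX21, HES5, NKX6-1 and CDH2 were below both CT samples, whereas IRX3, IRX5, NKX6-2, NEUROG2 and PAX6 were above both. In OT2, all of these genes except CDH2 were above both CT samples. The rise of the neural list therefore rested more on OT2 than on OT1. The lists without a difference in either test were paraxial mesoderm genes (median log2 fold change 0.28), area opaca genes (0.79), interferon response genes (0.65) and the regional markers of Figure 8D (1.07).

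Among the HOX genes, 10 of 13 in groups 1 to 5 were called (10 adjusted over the list alone), and 3 of 15 in groups 6 to 13 (11 adjusted over the list alone). All 8 FGF target genes fell, of which 5 were called (8 adjusted over the list alone). Of the Wnt target genes, 9 of 10 fell and 5 were called (7 adjusted over the list alone). Of the anterior central nervous system genes, 13 of 16 rose and 7 were called, 6 higher and 1 lower (10 adjusted over the list alone). Among the neural genes, 3 of 15 were called (3 adjusted over the list alone), as were 4 of 6 notochord genes (4), 3 of 10 surface ectoderm genes (5), 4 of 13 paraxial mesoderm genes (8) and 4 of 6 regional markers (5). The calls went both ways among the notochord genes (1 higher, 3 lower), the paraxial mesoderm genes (2 higher, 2 lower) and the regional markers. No gene was called among 13 area opaca genes and 8 interferon response genes, of which 2 and 4 had an unadjusted p under 0.05. The lists share genes: AXIN2 is also a Wnt target, TBX6 a paraxial mesoderm gene and TBXT a notochord gene.

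Between OH and CH, the notochord genes passed in camera (median log2 fold change 0.77, adjusted p = 0.00104) but not in fry (0.176), and no other list passed in either test. None of the 6 notochord genes was called between OH and CH, and 3 had an unadjusted p under 0.05.

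**Figure D3:**
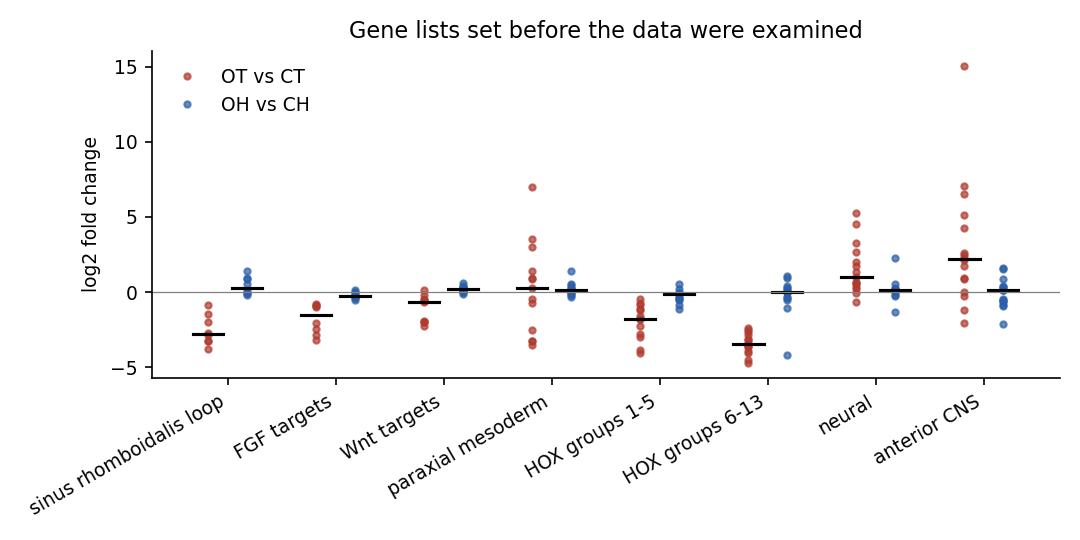
Log2 fold change of each gene (points) in 8 lists for OT compared with CT (red) and OH compared with CH (blue), with black lines at the medians. The HOX, FGF target and loop genes lie below 0 in the trunk, and their medians in the midbrain-hindbrain lie near 0.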

Figure 9A summarizes the regulatory loop sustaining NMP stem cell proliferation in the sinus rhomboidalis. The core loop comprises the mutual activation of the *Wnt3a* and *Bra* (*TbxT*) genes in the NMP population in the sinus rhomboidalis (Yamaguchi et al., 1999; Garriock et al., 2015). Downstream of this coregulatory loop, Bra activates the *Tbx6* gene [*Tbx6L* in chickens; (Knezevic et al., 1997), which promotes mesodermal development (Takemoto et al., 2011). The transcription factors Cdx2/Cdx4 (Amin et al., 2016) and Nkx1-2 (Tamashiro et al., 2012; Rodrigo Albors et al., 2018) are critically involved in driving the Wnt3a-Bra regulatory loop. Fgf8 signal input is also essential for sustaining the loop (Ciruna et al., 1997; Turner et al., 2014; Martins Costa et al., 2024).

**FIGURE 9:**
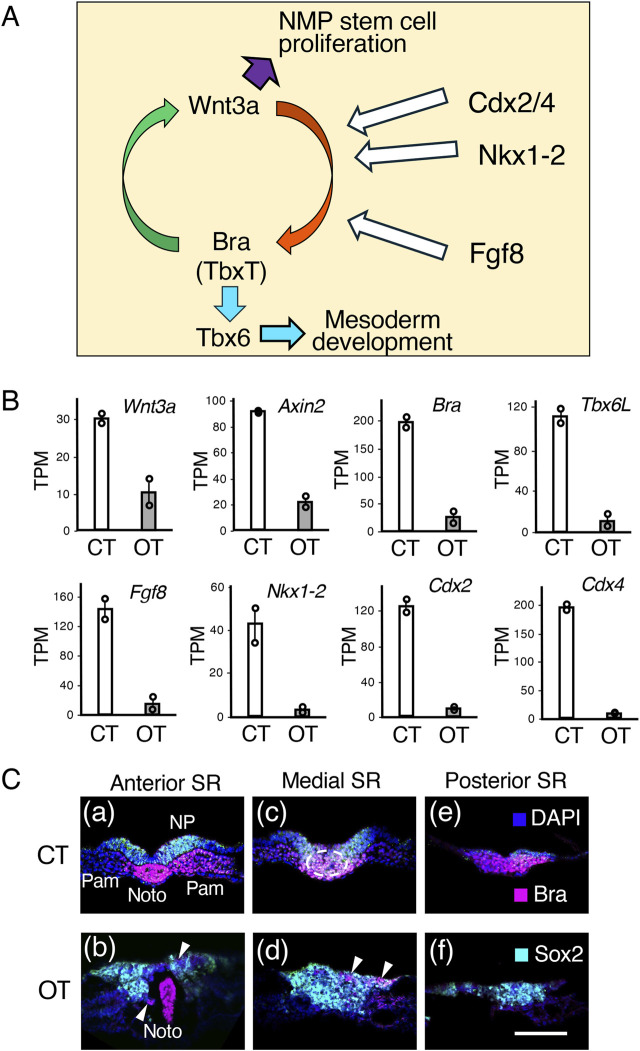
Molecular and cellular events in the sinus rhomboidalis are strongly affected by ectopic Otx2 expression in the posterior epiblast. **(A)** Wnt3a and Bra (TbxT) coregulatory loop that promotes NMP stem cell proliferation and allows (paraxial) mesodermal development via Bra→Tbx6 regulatory cascades. The activity of the transcription factors Nkx1-2, Cdx2, and Cdx4, and signaling of Fgf8, which are expressed in and around the sinus rhomboidalis, is essential for driving the Wnt3a-Bra regulatory loop and downstream processes. References are given in the main text. **(B)** Transcriptome data comparing the sinus rhomboidalis region of the control (CT) and exogenous Otx2 (OT) embryos, as indicated in Figure 7. The TPM data of duplicate samples are presented as circles, and the averages are presented as bars. The *Sox2* and *Sox1* expression levels were similar between the control embryos and those expressing exogenous Otx2 at around 19 and 1.2 TPM, respectively. **(C)** Cross cryosections of control (CT) and exogenous Otx2 (OT) embryos in the sinus rhomboidalis (SR) region immunostained for Sox2 and Bra and subjected to nuclear staining with DAPI. The panels are arranged in anterior-to-posterior order. The axial levels of the sections are indicated on top of the panels. The arrowheads in **(b,d)** indicate the small patches of Bra-expressing cells remaining in the embryos expressing exogenous Otx2. The dorsal side is toward the top. The bar indicates 100 µm. Noto, notochord; NP, neural plate; Pam, paraxial mesoderm.

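SOX2 (gene identifier 396105) was at 19.8 ± 4.95 TPM (SD, 2 pools) in CT and 18.2 ± 11.5 TPM in OT. The change of SOX2 on the log2 scale was -0.10 (standard error 0.41; adjusted p = 0.903, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The OT duplicates differed, at 10.1 TPM in OT1 and 26.4 TPM in OT2, and the log2 fold change was 0.41 without OT1, 0.19 without CT1 and -0.85 without OT2. SOX1 (374240) was at 0.956 ± 0.597 TPM in CT and 1.36 ± 0.979 TPM in OT. For SOX1 the log2 fold change was 0.54 (standard error 0.58; adjusted p = 0.587 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without OT2 the SOX1 log2 fold change was -0.36, without CT2 -0.01, without OT1 1.11 and without CT1 1.38. Neither gene was called under any of the settings tested.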

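The regulatory loop in Figure 9A was examined with 8 genes, WNT3A, AXIN2, TBXT (Bra), TBX6 (Tbx6L), FGF8, NKX1-2, CDX2 and CDX4. All 8 were lower in OT than in CT, and 6 of them were called (7 adjusted over the list alone). The paper takes the loop from the literature but turns to it after finding genes in and around the sinus rhomboidalis reduced in these samples, so the count adjusted over the list alone is not independent evidence. Using only the 4 trunk samples moved the number of called genes to 1, and when CH1, CH2, OH1 or OH2 was left out it was 3. WNT3A (gene identifier 395396, chromosome 2, 2485428 to 2576246) was at 30.3 ± 1.72 TPM (SD, 2 pools) in CT and 10.4 ± 5.18 TPM in OT, which was 34.5% of the CT level. Its log2 fold change was -1.48 (standard error 0.33; adjusted p = 0.0457, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both OT samples were below both CT samples. The adjusted p of WNT3A ranged from 0.000359 to 0.216 over the alternatives, and it was 0.0678 without CH1, 0.0673 without CH2, 0.0873 without OH1, 0.0868 without OH2 and 0.0535 with RLE normalization. Without OT1, the OT level was 6.78 TPM and the log2 fold change was -2.16, and without OT2 they were 14.1 TPM and -0.98. AXIN2 (395152, chromosome 18, 7842239 to 7863540) was at 91.4 ± 1.85 TPM in CT and 22.2 ± 8.17 TPM in OT. AXIN2 had a log2 fold change of -1.99 (standard error 0.26; adjusted p = 0.0132, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called whichever of CH1, CH2, OH1 and OH2 was left out.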

As shown in Figure 9B, the transcript levels of *Wnt3a* and its downstream *Axin2* genes were significantly reduced (1/3–1/4) in the sinus rhomboidalis-equivalent region of Otx2-electroporated embryos. Compared with those in the control embryos, *Bra* and the coregulatory downstream mesodermal transcription factor *Tbx6L* were expressed at lower levels in Otx2-electroporated embryo trunks (<1/8). Moreover, the expression of *Fgf8* and the TF genes *Nkx2-1*, *Cdx2,* and *Cdx4* decreased even further. 

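TBXT (gene identifier 395782, chromosome 3, 42537590 to 42545626) was at 203 ± 15.3 TPM (SD, 2 pools) in CT and 29.9 ± 12.0 TPM in OT, a 6.80-fold lower level. This corresponds to a fitted log2 fold change of -2.71 (standard error 0.28; adjusted p = 0.00724, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both OT samples were below both CT samples. TBX6 (395792, chromosome 15, 8255798 to 8266715), whose synonym in the gene table is Tbx6L, was at 112 ± 9.90 TPM in CT and 11.0 ± 9.37 TPM in OT, a 10.1-fold lower level. Its log2 fold change was -3.28 (standard error 0.64; adjusted p = 0.033, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TBX6 was at 17.6 TPM in OT1 and 4.38 TPM in OT2, and its log2 fold change was -4.66 without OT1 and -2.54 without OT2. Its adjusted p ranged from 0.00096 to 0.148 over the alternatives, and it was 0.0503 without CH1, 0.0502 without CH2, 0.0625 without OH1 and 0.0626 without OH2.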

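FGF8 (gene identifier 396313, chromosome 6, 23392753 to 23401155) was at 145 ± 20.1 TPM (SD, 2 pools) in CT and 14.6 ± 13.7 TPM in OT, a 9.93-fold lower level. On the log2 scale, FGF8 changed by -3.24 (standard error 0.66; adjusted p = 0.0364, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The FGF8 level was 24.3 TPM in OT1 and 4.90 TPM in OT2, and the log2 fold change was -4.88 without OT1 and -2.45 without OT2. Its adjusted p ranged from 0.000809 to 0.162 over the alternatives, and it was 0.0555 without CH1, 0.0550 without CH2, 0.0749 without OH1 and 0.0748 without OH2. Fig. 9B shows Nkx1-2, whereas the text names Nkx2-1, and both genes were examined. NKX1-2 (100857765) was at 42.3 ± 12.0 TPM in CT and 2.87 ± 3.38 TPM in OT, with a log2 fold change of -3.81 (standard error 0.95; adjusted p = 0.0578, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 3 of the alternatives, and its adjusted p ranged from 0.00762 to 0.181 over the alternatives. Without OT1, the OT level of NKX1-2 was 0.479 TPM and the log2 fold change was -6.44, and without OT2 they were 5.26 TPM and -2.88. NKX2-1 (395322) was at 1.19 ± 0.713 TPM in CT and 0.886 ± 0.590 TPM in OT, with a log2 fold change of -0.16 (standard error 0.46), which became 0.23 without OT1, 0.08 without CT1 and -0.65 without OT2.

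CDX2 (374205, chromosome 1, 175983313 to 175987502) was at 126 ± 9.47 TPM in CT and 70.7 ± 55.7 TPM in OT. For CDX2 the log2 fold change was -0.83 (standard error 0.50; adjusted p = 0.322, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CDX2 level was 110.1 TPM in OT1 and 31.4 TPM in OT2, and the log2 fold change was -2.05 without OT1 and -0.14 without OT2. CDX2 was also present in the area opaca, at 78.3 TPM in CA and 50.2 TPM in OA. CDX4 (395320, chromosome 4, 12099135 to 12109001) was at 196 ± 8.28 TPM in CT and 25.6 ± 15.9 TPM in OT, with 36.8 TPM in OT1 and 14.3 TPM in OT2. CDX4 had a log2 fold change of -2.88 (standard error 0.43; adjusted p = 0.0172, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was -3.77 without OT1 and -2.29 without OT2.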

In brief, the sinus rhomboidalis did not develop (Figures 2E–G), and its ability to sustain the NMP stem cells was absent. The lack of the Wnt3a‒Bra coregulatory loop promoting NMP stem cell expansion was likely to be responsible for the defects in trunk posterior elongation in embryos with exogenous Otx2 expression.

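As a list, the loop genes had a median log2 fold change of -2.80 in OT compared with CT (adjusted p = 7.5e-08 in camera and 0.0144 in fry). Between OH and CH their median log2 fold change was 0.30. The difference between these responses had an adjusted p of 1.4e-09 in camera and 0.0354 in fry. The median level of the loop genes in OT was 13.9% of that in CT, with single genes between 6.78% and 56.2%. After reporting the reduced expression of the loop genes, the paper states that no sinus rhomboidalis formed and that NMP stem cells were not sustained. It proposes that the lack of the Wnt3a-Bra loop accounts for the defects of trunk elongation under exogenous Otx2 expression.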

The distribution of Sox2-expressing (neural-oriented) and Bra-expressing (mesodermal-oriented) cells in the sinus rhomboidalis in the control embryo and the corresponding embryonic region (judged according to the position from the trunk end and the notochord posterior end) of the embryo with exogenous Otx2 displayed marked differences (Figure 9C). At the anterior level of the sinus rhomboidalis (SR) in the control embryo (CT), the neural plate (NP, Sox2+) and bilateral paraxial mesoderm (Pam, Bra+), intervened by the notochord (Noto, Bra+), were completely separated (Figure 9C(a)). In contrast, in embryos with exogenous Otx2, the cells in the neural and mesodermal positions did not separate and expressed Sox2 (Figure 9C(b)). At the medial level of the control (CT) sinus rhomboidalis (Figure 9C(c)), the epiblast cells ingressed substantially into the mesoderm region (encircled by the broken line) and coexpressed Sox2 and Bra during the process. In the embryo with exogenous Otx2 (OT) at the same level in the region corresponding to the SR, the ingressing cells were mostly Sox2+, including a small fraction of Bra+ cells (arrowheads), (Figure 9C(b, d)). At a more posterior level, the sinus rhomboidalis in the control embryo consisted of Bra + cells (Figure 9C(d)), whereas the corresponding region in embryos with exogenous Otx2 consisted of Sox2+ neurally oriented cells (Figure 9C(e)). The same spatial distribution of Sox2 and Bra expression observed in the control embryos was reported for cells in the sinus rhomboidalis of mouse embryos (Garriock et al., 2015; Wymeersch et al., 2016).

Taken together with the transcriptome analysis shown in Figure 9B, exogenous and ectopic Otx2 expression in the posterior epiblast forced the originally bipotential NMPs at the axial position to develop into the neural pathway, inhibiting the mesoderm-producing process and the Wnt3a-Bra coregulatory loop. These inhibitions account for the loss of paraxial mesoderm (somite) development, reflecting the timing of exogenous Otx2 expression (Figures 2, 4, 6), as well as the arrest of posterior extension of the trunk by exogenous Otx2 expression (Figures 2, 4–6).

## 3 Discussion

### 3.1 Central issue of this study

Studies using genetically engineered mouse embryos have contributed critically to understanding the role of Otx2 in brain development. Otx2-knockout mouse embryos lack the head anterior to the ear (Matsuo et al., 1995; Ang et al., 1996). This dramatic phenotype was due to the lack of Otx2 expression in the anterior mesendoderm [AMS, called the visceral endoderm in early studies; (Kondoh, 2024b)] but not the Otx2-negative neuroepithelium. Examples of experimental evidence indicating the role of Otx2 in the AMS include the following: (1) In experimental chimeras of *Otx2*-positive and *Otx2*-negative cells, occupation of the AMS by *Otx2*-positive cells results in head development (Rhinn et al., 1998); (2) AME-restricted ectopic *Otx1* expression in *Otx2*-knockout embryos rescues head defects (Acampora et al., 1998); and (3) AME-specific *Otx2* ablation is sufficient for phenocopying *Otx2*-knockout embryos (Ip et al., 2014).

The involvement of Otx2 activity in the regional development of brain domains after E9.5 has been reported and discussed previously (e.g., Acampora et al., 2001; Kurokawa et al., 2004). The Otx2-Gbx2 antagonism involved in setting the midbrain-hindbrain boundary has also been highlighted (Katahira et al., 2000; Simeone, 2000; Martinez-Barbera et al., 2001). However, these regional contributions of Otx2 activity to brain development appear to follow the earlier regional specification of the neuroectoderm, a theory derived from chicken embryo studies (Yoshihi et al., 2022a; Yoshihi et al., 2022b); the earlier function of Otx2 in the developing brain during gastrulation has not been clarified.

We utilized chicken embryos in culture, which are flat, larger than mouse embryos and amenable to experiments, with greater spatial and temporal resolutions than mouse embryos (Yoshihi et al., 2022a; Yoshihi et al., 2022b). Grafting AMEs at any location underneath the Otx2-expressing epiblast at st. 4 caused the development of the second brain, supporting the conclusion about the role of the AME in brain development. At this stage, precursors of the forebrain, midbrain, and hindbrain are all included in the Otx2-expressing anterior epiblast, which is marked by N2 enhancer activity (Fernández-Garre et al., 2002; Yoshihi et al., 2022a); hence, Otx2 cannot be a player in the early-stage regional specification of the CNS. In fact, the brain tissues that develop in response to AME grafting always reflect the graft position within the Otx2-expressing epiblast territories; i.e., grafting AME at an anterior position elicits forebrain and midbrain development, whereas grafting at a posterior position results in the development of the midbrain and hindbrain (Yoshihi et al., 2022a; Yoshihi et al., 2022b), indicating that early-stage CNS regional specification occurs through a mechanism other than Otx2 action. Moreover, if Otx2 alone was a determinant of brain regionality, Otx2 would never be coexpressed with spinal cord-characteristic *Hox* genes (e.g., *Hoxa5*); however, multiple early-stage neural stem cell lines coexpressing these transcription factor genes in individual cells have been established (Nakamura et al., 2024).

What is the early-stage role of Otx2 in neuroectodermal development? We addressed this question by utilizing chicken embryos from st. 4/5 to st. 9–10, which correspond to the mouse developmental stages E7 to E9.5, the stage when Otx2 expression is reduced in the posterior region of the mouse embryo epiblast and gross brain morphology is established (Iwafuchi-Doi et al., 2012; Kondoh, 2024b). Prior to this stage, Otx2 is involved in priming epiblast cells to develop into somatic cells (Matsuda et al., 2017; Kondoh, 2024a).

### 3.2 Region-dependent morphogenetic disciplines of the neural tube, indicated by the differential impacts of exogenous Otx2 expression

#### 3.2.1 Brain morphogenesis

To understand the role of Otx2 before st. 10, we expressed exogenous Otx2 throughout the epiblast. In normal chicken embryos, posterior epiblasts lack Otx2 expression at least partly because of inhibitory retinoic acid signaling (Bally-Cuif et al., 1995). Even in anterior epiblasts expressing Otx2, the expression is diminished along the midline at st. 6 (Figure 1D) (Bally-Cuif et al., 1995; Millet et al., 1996), in which the neural plate bends concavely first, followed by bending at the dorsal ends of the midbrain and hindbrain at st. 7 to st. 8, in which the junctions to the surface ectoderm display convex bending (Millet et al., 1996; Plouhinec et al., 2005).

The underlying rationale of this experimental approach is that the consequences of ectopic or monotonous Otx2 expression in the region where Otx2 expression is diminished in normal embryos would indicate the cellular functions of Otx2 at these early developmental stages.

After exogenous Otx2 expression, the following morphogenetic abnormalities developed: (1) flat and open midbrain and hindbrain (Figures 2C,D, 6); (2) precocious anterior spinal cord development (Figure 5B); (3) decreased and arrested posterior trunk extension (Figures 2C,F,G, 4B); (4) widened axial neural tissue (Figures 2D,F,G, 4C); and (5) inhibited somitogenesis (Figures 2F,G, 4D). A critical finding when analyzing and interpreting these phenomena is that the expression level of exogenous Otx2 as a transcript or protein is comparable to that of endogenous Otx2 (Figure 3).

The development of flat open midbrain and hindbrain tissues (Figures 2C,D, 6) was a conspicuous effect of exogenous Otx2 expression. Live imaging of EGFP-labeled epiblast-derived cells (Figures 5B,C, 8A; Supplementary Movies S2–S4) revealed that midbrain/hindbrain neural tubes were originally closed but were unzippered from the midbrain to the hindbrain during the 5 h period from st. 9 to st. 10. In addition to the reduction in *Otx2* and *Otx1* expression at the neural tissue bending site in st. 7 and st. 8 (Bally-Cuif et al., 1995; Millet et al., 1996; Plouhinec et al., 2005), we found that the dorsal neck of the midbrain neural tube expressed Otx2 at a lower level (60%) than the neural tube wall did at st. 9, when the unzippering of the neural tube initiates (Figure 8B).

A likely explanation for this phenomenon is that a reduced Otx2 expression level not only elicits neural plate bending but is also essential for maintaining the bent state. The neural tube forms before exogenous Otx2 accumulates to a certain threshold; however, exogenous Otx2 expression surmounting the threshold at a later stage disrupts the maintenance of the bent state, unzipping the neural plate by the force of unbending (Figure 8C). This morphological change in the midbrain and hindbrain occurred without gross transcriptome changes (Figure 7B) while maintaining the regionalities of the brain tissues (Figure 8D). Two distinct steps in flat epithelial sheet-derived morphogenesis, initiation and maintenance, have precedence. In the *trachealess* mutant larvae of *Drosophila*, trachea development starts with the formation of epithelial pits, but the pits retract in the absence of the pit-maintaining function of *trachealess* (Kondo and Hayashi, 2019). The activity of Otx2 identified in the midbrain-hindbrain phenotype produces bending-refractory neural tissue.

Notably, forebrain development was not affected by exogenous Otx2 expression (Figures 2A,C), indicating that forebrain morphogenesis proceeds under a different mechanism from that of the midbrain and hindbrain.

It is interesting to compare the phenotype of the Otx2-deficient brain with that of the pan-epiblast Otx2 expression. A study on the *Otx2*−/−<->+/+ chimeric mouse embryos (Rhinn et al., 1998) revealed that the embryos with the wild-type ventral tissues, including AME, developed brain tissues exclusively composed of *Otx2*−/− cells. However, the neuroectoderm in the brain was thin and rounded, suggesting that tissue tension was attenuated. This *Otx2*−/− neuroectoderm phenotype is consistent with our conclusion that Otx2 promotes thick and stiff neuroectoderm development.

#### 3.2.2 Trunk posterior extension mediated by NMP stem cell proliferation

Tracing of posterior epiblast cells comprising the NMPs using DiI cell labeling indicated that cells from the anterior portion behaved distinctly from the posterior cells (Konya et al., 2024). Cells from the anterior portion migrated laterally to the midline and stayed, presumably to develop directly into the neural or mesodermal tissues. In contrast, cells in the remaining posterior portion migrated mediolaterally to the midline and then converged to the NMP stem cells of the sinus rhomboidalis, from which the neural and mesodermal tissues derived. In brief, two NMP populations exist: NMPs residing in the anterior portion and directly developing into neural and mesodermal tissues and NMPs residing in the remaining portion and developing into neural or mesodermal tissues via the NMP stem cell state.

The anteriorly positioned posterior epiblast cells with exogenous Otx2 expression closed the neural plate and developed into the neural tube precociously at st. 8 (Figure 5Ba). These epiblast cells likely represent the anterior NMP population, indicating that exogenous Otx2 strongly promoted the neural development of bipotential NMPs. Although these anteriorly positioned NMPs developed into the neural tissue, they did not form a narrow spinal cord as observed in the control embryos but remained thick and dorsally open neural tissues (Figures 2E–G), presumably because of the inclusion of too many cells in the neural tissue and the formation of bending-refractory neural tissue via the same Otx2-dependent mechanism that controls the unzippering of the midbrain-hindbrain neural tube. The inhibition of initial somitogenesis in embryos with exogenous Otx2 expression is explained by the exhaustion of the NMP pool, which would otherwise have contributed to somitogenesis.

The NMP derivatives at the posterior end of the embryo trunk were strongly affected by the morphology, namely, the absence of the sinus rhomboidalis structure (Figures 2E–G), and the transcriptome profile (Figure 4). Transcriptome analysis revealed that all genes involved in the sustained multiplication of NMP stem cells (Figure 9A), which occurs in the sinus rhomboidalis, were downregulated (Figure 9B); this observation correlated with the transcriptome abnormalities and morphological changes.

Analysis of the distribution of Sox2-expressing cells (proneural) and Bra-expressing cells (promesodermal) by immunostaining of sinus rhomboidalis sections from control embryos revealed that Sox2-expressing neural plates and bilateral Bra-expressing paraxial mesoderm intervened by the notochord are completely segregated at the anterior level (Figure 9C(a)), cells coexpressing Sox2 and Bra predominate among epiblast cells that ingress into the mesodermal layer (Figure 9C(c)), and cells at the posterior end mostly express Bra (Figure 9C(e)), as expected for the sinus rhomboidalis tissue (Kondoh, 2024b; Kondoh and Takemoto, 2024).

In contrast, most epiblast-derived tissues in embryos with exogenous Otx2 expressed only Sox2 at all corresponding axial levels, and the Bra-expressing minority cells did not segregate from the Sox2--expressing cell mass (Figure 9C). The Sox2-expressing cells appeared to have ingressed into the mesodermal layer but maintained Sox2 expression without Bra activation; these cells were not segregated from the cells of the upper surface and did not migrate laterally as is typical of paraxial mesoderm-producing cells (Figure 9C(b,d)). In addition, the cells at the posterior end expressed Sox2 (Figure 9C(f)), in contrast to the Bra dominance at the corresponding axial level of the control embryos (Figure 9C(e)).

Overall, the above observations indicate that neither the sinus rhomboidalis tissues nor proliferating NMP stem cells are present in the posterior epiblast of the embryos expressing ectopic Otx2. Based on this observation, two questions arise: (1) Does exogenous Otx2 directly affect the proliferation of NMP stem cells? Or (2) does it force all resident NMPs to undergo neural development, exhausting the NMP population? We feel the second model is more likely because if Otx2 directly targets the self-renewal of NMP stem cells, more than four pairs of somites would have been produced before the posterior trunk extension was arrested. Furthermore, the latter model is also supported by the observation that Otx2-expressing posterior epiblast cells accumulate toward the midline, the site where the neural development is promoted, before the trunk posterior extension halts (Figures 5B(a),C(a)). However, the first model cannot be excluded formally.

### 3.3 Role of Otx2 in neural development during the gastrulation period

We investigated the effects of panepiblast Otx2 expression on the development of epiblast-derived tissues, mainly neural tissues, during the gastrulation period (st. 5–10) in chicken embryos. The effects appeared to be pleiotropic, with a dependence on the axial levels. We investigated the individual phenomena by combining live imaging, transcriptome analysis, and immunostaining of embryonic tissues.

The final outputs of exogenous Otx2 varied depending on the axial level, reflecting the region-dependent morphogenetic processes of the neural tube. However, common denominators across the phenomena were identified: (1) the promotion of neurogenesis, which overrides even the bipotentiality of NMPs, without specifying the CNS domains and (2) the development of bending-refractory neural tissues.

When gastrulation initiates, Otx2 expression is confined to the anterior epiblast in both chicken and mouse embryos (Figure 1A). This localization of Otx2 guarantees that the brain develops first, preceding the sequential posterior addition of trunk spinal cord tissues. Owing to the neurogenesis-promoting activity of Otx2, ectopic Otx2 expression promoted prcocious neural development at the cervical level (Figure 5B(a)).

Conversely, the absence of Otx2 activity in the posterior epiblast is essential for the development of trunk tissue, which depends on bipotential NMPs as the tissue source. Otherwise, as observed in embryos with exogenous Otx2 expression, the majority of NMPs develop into neural tissues expressing Sox2, exhausting the Bra-expressing cells required for paraxial mesoderm development and NMP stem cell multiplication (Figure 9).

Unlike the NMP-derived tissues, the notochord developed normally in the embryos expressing exogenous Otx2 (Figures 2F,G). The expression of Brachyury in the notochord of these embryos was comparable to that of the control embryos (Figure 9C). Contrastingly, most of the NMP-derived cells expressed Sox2, leaving only small patches of cells expressing Brachyury (Figures 9C(b,c), arrowheads).

The second effect of Otx2 that leads to the development of a stiff, flat neural tube, if unregulated, provides new insight into how brain morphogenesis is regulated. The Otx2 expression level must be finely tuned locally, at least at the midbrain-hindbrain level. Our study also emphasized the value of live imaging analysis of embryonic development in addressing similar issues (Supplementary Movies S1–S4).

As shown in Figure 1, neurogenic Sox2 is differentially regulated in the anterior and posterior epiblasts. Sox2 is activated in a broad area in the anterior epiblast owing to the Otx2-dependent N2 enhancer (Iwafuchi-Doi et al., 2012). As discussed above, the large brain tissues develop quickly due to the massive accumulation of N2 enhancer-high epiblasts (Yoshihi et al., 2022b), combined with the neurogenic Otx2 activity. In the posterior epiblast, the N1 enhancer marking the NMPs regulates the initial step of neurogenesis (Takemoto et al., 2006; Kondoh and Takemoto, 2024). In the regions distant from the midline, the N1 enhancer is activated but its action is idle partly due to the inhibition of *Sox2* expression by BMP signaling before convergence to the midline, where BMP inhibitors are secreted. Following the convergence to the midline, the NMPs develop into the neural or mesodermal tissues directly at the cervical level, as discussed in Figure 5B(a), or develop into NMP stem cells at the thoracic level that sustain the posterior trunk extension (Kondoh and Takemoto, 2024). As demonstrated in this study, Otx2 expression in the posterior epiblast interferes with proper NMP development, possibly because Otx2 activity preferentially promotes neural development. In short, the lack of Otx2 in the posterior epiblast enables proper spatial switch of Sox2 enhancer usage, N2 in the anterior epiblast to N1 in the posterior epiblast, respectively, guaranteeing expanded brain development and proper body extension along with neural and mesodermal development.

## 4 Materials and methods

### 4.1 Chicken embryo culture and electroporation

Fertile chicken eggs were obtained from a local supplier (Yamagishi, Japan) and incubated at 38°C to the developmental stage at the transition from stage (st.) 4 to st. 5, abbreviated as st. 4/5 in this study, or to st. 6, according to Hamburger and Hamilton (1951). The Otx2 expression vector pCAGGS-m*Otx2*, carrying the mouse *Otx2* cDNA sequence (Iwafuchi-Doi et al., 2012), at 0.25 µg and the control vector pCAGGS-EGFP at 0.2 µg in 1 µL of 10 mM Tris/HCl and 1 mM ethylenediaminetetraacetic acid at pH 7.5 were injected into the space between the epiblast and the vitelline membrane and electroporated using the standard procedure (Uchikawa et al., 2003; Uchikawa et al., 2017). For control embryos, pCAGGS-mOtx2 was replaced with the insert-free CAGGS vector. The embryos were subsequently cultured on the ventral side in an upward orientation (Konya et al., 2024) for 18–22 h until they reached st. 9–11.

### 4.2 Live imaging of embryos with EGFP-labeled epiblast cells

The embryos electroporated with the vectors described above were subjected to live imaging at intervals of 10 min using an EVOS M5000 inverted microscope (Thermo Fisher) equipped with an Olympus/Evident ×2 PLAPON objective and an onstage incubator. Because the embryo images drifted on the X–Y plane during imaging, they were aligned to a constant embryo axis with a fixed head position. To define the embryo axis in each frame, we developed a custom ImageJ plugin to manually annotate the head and trunk fixed positions. The resulting head–trunk vectors were then used to translate and rotate each frame using in-house R scripts and C applications, aligning the head to a fixed position and consistently orienting the anterior–posterior axis (Yoshihi et al., 2022a).

### 4.3 Tissue cryosection immunostaining

Embryos were fixed with 4% paraformaldehyde in phosphate-buffered saline (Nacalai Tesque) at 4°C overnight and preserved in methanol at −20°C. The samples were rehydrated and embedded in 30% sucrose/OCT compound (Sakura) (1:2), and frozen sections with a thickness of 15 µm were prepared using a Bright OTF cryostat. The cryosections were stained with the following primary antibodies: anti-GFP rabbit IgG (MBL 598, 1/1000), anti-human Otx2 goat IgG (R&D AF1979, 1/100), anti-human Bra goat IgG (R&D AF2085, 1/100), and anti-mouse Sox2 rabbit IgG (MBL PM056, 1/500). The following secondary antibodies were used in combination: anti-rabbit IgG donkey IgG-Alexa488 (abcam ab150077, 1/200), anti-goat IgG donkey IgG-Alexa568 (abcam ab175704, 1/200) and anti-rabbit IgG donkey IgG-Alexa647 (abcam ab150075, 1/200). Nuclei in the sections were stained with DAPI (1 μg/mL). Images were captured using an EVOS M5000, Axioplan 2 (Zeiss), and TCS-SPE laser microscope (Leica).

### 4.4 Transcriptome analysis

Total RNA was isolated from the tissues of four pooled embryos at st. 10–11 using TRIzol reagent (Thermo Fisher). The tissues subjected to analysis were the midbrain-hindbrain region (in duplicate), the sinus rhomboidalis and corresponding embryonic region (in duplicate), and the posterior area opaca of the control embryos and embryos with exogenous Otx2 expression. Libraries for mRNA sequence reads were prepared using a TruSeq Etrant mRNA LT Sample Prep Kit, and 100 bp paired-end reads were obtained with NovaSeq X. The transcript reads were mapped to the chicken genome using NCBI_Assembly. GCF_016700215.2 bGalGal1.pat.whiteleghornlayer.GRCg7w was used as the reference, with annotation by NCBI *Gallus gallus* Annotation Release 106. The gene transcripts were assembled with StringTie, and the gene expression profile was reported as transcripts per kilobase million (TPM) values for each sample. The original and processed data were deposited to GEO with the accession number GSE292068.

### 4.5 Optical data processing and statistical data analysis

Microscopy images were processed using Fiji (Schindelin et al., 2012), and statistical data analyses were performed via Excel (Microsoft) and R software (R Core Team, 2021).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO under GSE292068.

# Supplementary material for: The potent neuroepithelium-promoting activity of Otx2 during gastrulation, as demonstrated by its exogenous epiblast-wide expression in chicken embryos
**Source:** Front Cell Dev Biol. 2025 May 21;13:1599287. doi: 10.3389/fcell.2025.1599287
**Supplement:** Supplementary file 4

Movie legends

**Movies 1** to **3** present time-lapse recordings of the migration of EGFP-labeled epiblast cells after electroporation with pCAGGS-EGFP. The fluorescence images were captured at 10-minute intervals, and the play speed was set at 6 frames per second. Therefore, one second in the movie represents one hour in real time. The CAGGS enhancer-driven fluorescence increased with time; the fluorescence brightness in the movie was set for optimum visualization of cell migration from st. 6 (~24 h of incubation) to st. 8 (~30 h); in the later stage, movie frames lost resolution owing to halation. Please see **Figure 5A** to **C** for better photo panels for the stages after st. 8 and for each movie's feature points. The movie frame width corresponds to 5 mm.

**Movie 1**. Record of a control embryo electroporated with pCAGGS-EGFP and an insert-free pCAGGS vector at st. 4/5 (~19 h of incubation), representing the migration of normal epiblast cells after st. 6, when fluorescence became detectable.

**Movie 2**. An embryo electroporated with pCAGGS-EGFP (for cell labeling) and pCAGGS-mOtx2 at st. 4/5 (~19 h of incubation) showing the following features: precocious neural tube formation at the spinal cord level (approximately st. 8, ~29 h of incubation), slowing of posterior extension of the trunk (after st. 8), and widening of the midbrain and hindbrain portions (approximately st. 9, ~37 h of incubation).

**Movie 3**: An embryo electroporated with pCAGGS-EGFP (for cell labeling) and pCAGGS-mOtx2 at st. 6 (~24 h of incubation). The spinal cord-forming neural plate was still wide open, similar to that of the control embryo (**Movie 1**); however, posterior trunk extension slowed after st. 8, similar to the embryos electroporated at st. 4/5 (**Movie 2**), and the midbrain portion widened at st. 10.

**Movie 4**. Fluorescence recording of the midbrain-hindbrain region of an embryo electroporated with pCAGGS-EGFP (for cell labeling) and pCAGGS-mOtx2 at st. 4/5 from st. 9 (~37 h of incubation) to st. 10 (~42 h of incubation). Fluorescence images captured at 10-minute intervals are shown at 3 frames per second. Unzippering of the once closed midbrain-hindbrain region is shown. The movie frame width corresponds to 1.37 mm.

How the deposited data were processed for this re-analysis (not part of the article)

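Poly-A RNA was sequenced from 10 samples, each a pool of tissues from 4 embryos. They were the midbrain-hindbrain region of control (CH1, CH2) and Otx2-electroporated embryos (OH1, OH2), the trunk region of control (CT1, CT2) and Otx2-electroporated embryos (OT1, OT2), and the posterior area opaca of control (CA) and Otx2-electroporated embryos (OA). The authors made the read counts, whole numbers without normalization, by mapping the reads to the GRCg7w chicken genome with the mouse Otx2 and EGFP sequences added and by assembling and quantifying transcripts with StringTie. The authors made the TPM values with StringTie by scaling for transcript length and for the total of each sample, and these were used as deposited. The aligner, the program versions and the strand setting are not stated in the paper, its supplement or the sample records. The paper names Excel and R for statistics and names neither a test for the RNA-seq data nor the input of its PCA.

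The gene table holds 25443 genes and the transcript table 85427 transcripts, and the count of each gene equaled the sum over its transcripts. The 20 columns with FPKM values in these tables were not used. Gene identifiers were matched to the gene table of another assembly, GRCg7b, for names and chromosome numbers only, and 23112 of them matched. Gene starts and ends are those of GRCg7w in the deposited tables. A symbol was shared by several gene identifiers in 265 cases, and genes were therefore followed by identifier. The counts per sample ranged from 28606038 in CT1 to 40806402 in OA, with a median of 32615321. A count of 0 was read as fewer than 3 reads, which corresponds to between 0.0735 and 0.105 CPM over the samples. The most abundant 10 genes took between 4.25% and 6.97% of the counts.

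The analysis was run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The 8 samples of CH, OH, CT and OT were fitted together in edgeR with one coefficient per group. The default low-count filter of edgeR kept 16611 genes and removed 8832. TMM normalization factors ranged from 0.971 in OT1 to 1.03 in OT2. The common dispersion was 0.0781 with 4 residual degrees of freedom. OT was compared with CT, OH with CH, and the first difference with the second (interaction) by the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. CA and OA, without replicates, entered no test. The tests were tested on simulated data. With 200 genes of at least 50 mean counts changed in OT, edgeR called 108 genes, of which 103 were changed, and 199 of the changed genes had the right direction. DESeq2 called 204 genes, of which 58 were unchanged, and limma called 104, of which 4 were unchanged. Between groups without simulated change, edgeR and limma called 0 genes and DESeq2 called 32.

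PCA and Euclidean distances used log2(TPM + 1) of the genes with at least 1 TPM in at least 1 sample, centered and not scaled. Before the data were examined, 13 gene lists were written: the sinus rhomboidalis loop, regional markers, neural, paraxial mesoderm, Wnt target, FGF target, notochord, anterior central nervous system, surface ectoderm, area opaca and interferon response genes, and HOX genes of groups 1 to 5 and 6 to 13. Another 5 lists were added after the data had been seen: photoreceptor genes and cardiac genes, each in a list of those seen first and a list of others, and eye field genes. Lists were tested with camera at a preset correlation of 0.01 and with fry, with adjustment over the lists, and the added photoreceptor and cardiac lists were compared with 10000 random lists of genes of similar expression. Genes are named if the paper names them in its RNA-seq results. Also named are, for each comparison, the 5 genes with the largest increase and the 5 with the largest decrease among called genes with at least 5 TPM in the higher group, no overlap between groups and an assigned symbol.

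The alternatives set in advance were the DESeq2 Wald test, RLE normalization, no filter on low counts, an added fold threshold, limma on log2(TPM + 1) and on log2(TPM + 0.1), the replicate number as a factor, only the 4 samples of a comparison, and leaving out each sample in turn. For distances they were a pseudocount of 0.1, all genes above 0, the 500 genes with the largest variance, scaling to unit variance, log2 CPM, and omission of the area opaca samples. The share of area opaca tissue in OT was to be measured with genes of at least 20 TPM in CA and OA and at most 1 TPM in CT1 and CT2, but 0 genes met this rule. A rule chosen after seeing the data, including OT, took 80 genes of at least 20 TPM in CA and OA whose level in CT1 and CT2 was more than 5 times lower. Fits without W-linked genes and the sum of chicken and mouse Otx2 in CPM were also added after seeing the data. Images and embryo measurements were not analysed here.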

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

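The tests of eye field genes, of reads shared with the vector, of vector uptake, of heart tissue and of the interaction genes were chosen only after the result was seen, and the photoreceptor and cardiac lists were written after some of their genes had been seen.

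The response to exogenous Otx2 differed between the trunk and the midbrain-hindbrain by the interaction term for 37 genes. Of these, 14 had a larger log2 fold change in the trunk, among them OTX2 (3.94) and DMBX1, and 23 had a smaller one, among them TBXT and TMEM109 (-3.10). LEF1, TCF7 and FZD10 were among the 23 and PAX1 among the 14, and these 4 are named after their values were seen. Admixture of area opaca tissue to the OT samples was weighed first. The median share of area opaca RNA, from the 80 genes chosen after seeing the data, was 42.5% in OT1, 18.3% in OT2, 6.38% in CT1 and 13.1% in CT2. In excess of CT it was 38.1% in OT1 and 9.91% in OT2, and dilution at the higher of these shares would leave 61.9% of the CT level. These are medians, and the upper quartile of the share over the 80 genes was 53.6% in OT1. The 23 genes had a median of 28.6% of the CT level in OT (14.7% to 83.0%), lower for the set than the 61.9% that dilution leaves. They were chosen on these same data for a smaller log2 fold change in the trunk, so a low median was in part fixed in advance. By itself it therefore cannot decide on dilution for these genes. Of the 14 rising genes, 13 were above CT and above both area opaca samples in OT, which a mixture of these tissues cannot give. The scaling of the samples shifts all genes alike, whereas 14 of the 37 moved up and 23 down, so it did not account for the whole set. A part of scaling in the genes of one direction was not excluded by this. With RLE normalization, 34 of the 37 stayed past the threshold and all 37 kept their direction. A biological difference in the response of these regions and a difference in the cells that make up the dissected tissue stay open.

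GNB3, which the paper does not discuss, was at 84.1 ± 26.2 TPM (SD) in OT and 1.48 ± 0.259 TPM in CT, with a log2 fold change of 5.67 (adjusted p = 0.00252, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and both OT samples above both CT samples. It was also higher in OH than in CH. GNB3, ARR3, GUCA1A, GNAT2, PDC and RP1L1, all expressed in photoreceptors, were noticed first, and their median log2 fold change in OT was 8.79 (6.48 with genes at 0 counts in CT set to the limit) and in OH 5.85 (4.88 with such genes at the limit). A list of 47 other photoreceptor genes was then written, of which 30 could be tested and 10 had at least 1 TPM in CT. Its median log2 fold change was 1.84 in OT compared with CT, above 100% of 10000 random lists of genes of similar expression. Of the 30 genes, 12 were called in OT (17 adjusted over the list alone). Between OH and CH its median was 0.64 (0.57 with genes at the limit), also above 100% of the random lists, with 0 genes called and 10 at an unadjusted p under 0.05. The adjusted p of the list in fry was 0.00401 for OT compared with CT and 0.0846 for OH compared with CH. Over RLE and TPM, the lowest median in OT was 0.88, so that the scaling of the samples did not account for the rise. Eye or forebrain tissue in the samples would raise the eye field genes as well. Between OH and CH their median log2 fold change was -1.09, with 0 genes called and 0 at an unadjusted p under 0.05, but without CH1 it was 1.19, so that this median rests on CH1. CH1 held more of all 5 eye field genes than either OH sample, yet the 30 photoreceptor genes stood in CH1 at a median of 49.0% of the OH level, and 22 of them were lower in CH1 than in both OH samples. In the area opaca, 26 of the 30 were higher in OA than in CA. Compared with CH1, such tissue therefore did not account for the rise in OH. This comparison rests on CH1 alone. Without CH1 the eye field genes rose in OH, as such tissue would give, so it was not excluded there. Between OT and CT the 5 eye field genes had a median of 1.74 (1.26 with genes at the limit), with 0 called, 1 at an unadjusted p under 0.05 and none at 1 TPM or more in CT. Their median level in OT was 4.58% of that in CH1 and 35.7% of that in CH2, whereas the 30 photoreceptor genes stood at 286% of CH1 and 223.5% of CH2. Tissue of the kind that brings eye field genes to the midbrain-hindbrain samples therefore did not account for the rise in OT. Exogenous Otx2 may raise part of the photoreceptor genes in cells of these tissues. This is a hypothesis found and examined on the same data, and the cells that express these genes were not identified.

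MYL2, which the paper does not discuss, was at 349.8 ± 33.7 TPM (SD) in OT and 0.79 TPM in CT. Other abundant cardiac genes rose with it: ACTC1 was at 789 TPM in OT and 3.91 TPM in CT, TNNT2 at 186 and 1.07 TPM, MYL3 at 102 and 8.14 TPM, TNNI1 at 53.4 and 6.02 TPM, and NKX2-5 at 21.1 and 0.63 TPM. The cardiac genes seen first, NKX2-5, TNNT2, MYL2 and ACTC1, had a median log2 fold change of 7.14. Of the 30 cardiac genes listed afterwards, 26 could be tested, with a median of 2.90, and 13 of the 26 had at least 1 TPM in CT. Among all 26, 12 were called higher and 1 lower, and 22 were called when adjusted over the list alone (fry adjusted p = 0.0268). The gene called lower was HAND2, at 85.4 TPM in CT and 42.5 TPM in OT. HAND1 also fell, from 207 TPM in CT to 133 TPM in OT. The median was above 100% of 10000 random lists of genes of similar expression. It was not accounted for by area opaca tissue, since 20 of the 24 rising genes were above CT and both area opaca samples. Heart tissue in the OT samples remains a candidate explanation. The 8 listed genes with at least 10 TPM in OH and at most 10% of that level in CT stood at a median of 56.4% of their OH level in OT. Their spread was narrower than that of 96.7% of random sets of other genes chosen the same way, as a common share of one tissue would give. With the genes seen first, the 12 genes had a median of 51.6% (quartiles 43.4% and 57.8%), compared with 32.6% for the 76 other genes. The midbrain-hindbrain samples themselves held these genes at uneven levels, with ACTC1 at 143 TPM in CH1 and 1778 TPM in CH2. A cardiac program induced in common would also give a common share, so this stays open.

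The transcript level of mouse Otx2 in the trunk, which the paper does not report, was at 432 ± 138 TPM (SD) in OT, 3.35 times its level in OH. The difference between OT and OH was not tested across these tissues. Per 1000 TPM of EGFP, mouse Otx2 was at 57.5 ± 1.27 TPM in OT, 44.1 ± 11.7 TPM in OH and 54.3 TPM in OA, a ratio of 1.30 between OT and OH. More vector taken up in the trunk may account for most of the difference, but uptake and a stronger activity of the promoter in trunk cells cannot be told apart, because EGFP stands under the same promoter and no measure of vector DNA was used here.

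The transcript level of chicken OTX2 in the trunk, which the paper does not report, was at 4.91 ± 0.638 TPM (SD) in OT and 0.201 ± 0.193 TPM in CT. The log2 fold change was 4.24 (adjusted p = 0.00492, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both OT samples were above both CT samples. Without CT2, the log2 fold change was 5.52, and without CT1 it was 3.69. Reads of the mouse vector assigned to the chicken gene would be in proportion to mouse Otx2. In OA, chicken OTX2 reads were 0.154% of mouse Otx2 reads, compared with 2.95% in OT1 and 2.28% in OT2, and this exceeds what the vector gives in OA. Brain tissue in the OT samples stays open, as does an activation of the endogenous gene by exogenous Otx2, which was not tested.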

How the results depend on the processing

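The fits without W-linked genes, the rule for area opaca genes and the summed Otx2 level in CPM were chosen after seeing the data, and all other alternatives were set in advance.

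The number of genes called between OT and CT (1118) was 2776 with the DESeq2 Wald test, 135 with only the 4 trunk samples and 7 when these were fitted with the replicate number as a factor. It ranged from 284 to 871 across the fits that each left out one CH or OH sample. With RLE normalization it was 1074, without the filter 1068, with the fold threshold 840, with limma on log2(TPM + 1) 926 and on log2(TPM + 0.1) 1019, and without W-linked genes 1118. The number called between OH and CH (6) was 62 with the DESeq2 Wald test and 0 with only the 4 midbrain-hindbrain samples, where 750 genes had an unadjusted p under 0.05. When these were fitted with the replicate number as a factor, it was 4, with 719 genes at an unadjusted p under 0.05. It ranged from 0 to 2 across the fits that each left out one CT or OT sample. The number of interaction terms called (37) was 786 with the DESeq2 Wald test, 3 with limma on log2(TPM + 1) and 8 with limma on log2(TPM + 0.1). In simulated data DESeq2 also called more unchanged genes than edgeR did. For limma the cause was not tested. The fits with fewer samples had fewer residual degrees of freedom. Those without a CH sample had as many as those without an OH sample. Yet between OT and CT they called 871 and 856 genes without CH1 and CH2, and 284 and 287 without OH1 and OH2. Degrees of freedom alone therefore did not account for this difference, and its cause was not tested.

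The samples share only a number between groups, and nothing in the labels pairs them. With the replicate number as a factor, 878 genes were called between OT and CT, 4 between OH and CH and 0 in the interaction (2137 at an unadjusted p under 0.05). Across the 16611 genes, the correlation of the difference between replicates 1 and 2 was 0.13 between CH and CT, 0.14 between OH and OT, -0.04 between CH and OH and -0.15 between CT and OT, where genes are not independent replicates.

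Of the 8 loop genes, 6 were called. The number was 3 in each of the fits that left out one CH or OH sample, 1 with only the 4 trunk samples, and 0 when these were fitted with the replicate number as a factor. It was 5 with RLE normalization and 7 with the DESeq2 Wald test and in both limma fits. EN1, EN2, GBX2 and HOXA5 stayed uncalled between OH and CH in each setting. EN2 in OT compared with CT had a log2 fold change of 0.01, which reversed to -0.0014 without the filter, to -0.034 and -0.21 with limma on log2(TPM + 1) and log2(TPM + 0.1), to -0.017 with only the 4 trunk samples and to -0.19 with these and the replicate number. The change was within its standard error of 0.57 in each case, and the cause was not tested.

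The ratio of mouse to chicken Otx2 transcripts in OH (1.43) was 0.656 in CPM, because CPM does not correct for the length of the transcripts. For the same reason the rise of summed Otx2 from CH to OH (3.05-fold) was 2.03-fold in CPM. The ratio of the CT to OT distance to the CH to OH distance (1.83) was 1.55 with genes scaled to unit variance, and the cause was not tested. The number of lists that passed between OH and CH was 1 in camera and 0 in fry. The area opaca share of OT was 30.4% (SD 17.1) by the added rule and 13.3% with genes of CA alone, of which there were 3. The rule set in advance, the stricter rule and the summed TPM gave no value, because 0 genes met them.

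Among the genes named one by one in OT compared with CT, 181 results were unchanged under settings other than leaving out a sample, 35 were weaker, 4 stronger and 5 reversed. In OH compared with CH, 90 were unchanged and 9 were weaker. When a sample was left out, 152 were unchanged, 24 weaker and 24 moved in OT compared with CT, and 70 were unchanged, 12 weaker and 6 moved in OH compared with CH. Of the distances, 10 were unchanged and 7 moved under other settings. For gene lists 76 were unchanged and 2 weaker. Depth limits the genes with few reads, such as OTX2 in CT, with 3 counts in CT1, and EN2 in OT, with 5 counts in OT1. For genes at 0 counts only a lower bound can be given.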

Differences from the paper's values

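Only the sum of Otx2 in CPM was chosen after the result was seen, and the values shown only in figures were read again after the data were known.

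A value was taken to differ only if it was more than 1.5-fold from the paper's and also further from it than its SD. A wide spread between duplicates could therefore hide a gap. Of 44 values compared with the paper, 43 were within the limits set for a difference and 1 was not. CDX4 in OT, at 25.6 TPM (SD 15.9) against about 10 TPM read by eye in Fig. 9B, counted as within them. The level of CDX2 in OT was 70.7 TPM (SD 55.7), against the paper's about 10 TPM in Fig. 9B, read by eye. Of the alternatives set before the data were examined, leaving out OT1 gave 31.4 TPM, where the values no longer differed by the limits set, and leaving out OT2 gave 110.1 TPM, where they did.

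The paper states a stronger reduction of Bra than the 6.80-fold lower level of TBXT found here (SD 2.96), although the gap is within that spread. Without OT1 the reduction was 9.54-fold, which reaches the paper's statement, and without OT2 it was 4.85-fold. The paper states that Fgf8, Cdx2 and Cdx4 fell more than Bra and Tbx6L. Here, FGF8 (9.93-fold) and CDX4 (7.66-fold) fell more than TBXT. CDX2 fell less than TBXT and TBX6, by a factor of 1.78, CDX4 fell less than TBX6 (10.1-fold), and CDX2 was not called under any setting. Without OT1, the log2 fold changes were -2.05 for CDX2, -3.77 for CDX4 and -4.66 for TBX6. The order of FGF8 and TBX6 depended on OT1, without which the log2 fold change of FGF8 was -4.88. The text of the paper names Nkx2-1 as reduced whereas its Fig. 9B shows Nkx1-2. NKX2-1 was at 1.19 TPM in CT and 0.886 TPM in OT. NKX1-2 was 14.7-fold lower in OT but was not called in edgeR (adjusted p = 0.0578). It was called with the DESeq2 Wald test (0.00762) and with limma on log2(TPM + 1) (0.0255) and log2(TPM + 0.1) (0.0395), with adjusted p between 0.00762 and 0.181 over the alternatives. The paper puts the rise of Otx2 in the brain-forming region below the 3.05-fold rise of summed chicken and mouse transcripts in OH in TPM. In CPM, chosen for this sum after seeing the values, the rise was 2.03-fold, which reaches the paper's statement. That statement rests on Fig. 3, whose panel A measures protein.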

Other observations

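The tests of electroporation, of brain tissue for DMBX1, of the difference between OT1 and OT2, of the depth of CH1 and CH2, of the depth of CT1 and of the W-linked genes in the trunk were chosen only after the result was seen.

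The loop genes were lower in OT than in CT. In excess of CT, the median area opaca share was 38.1% in OT1, the higher of both OT samples, which by dilution would leave 61.9% of the CT level, whereas the median level of the 8 loop genes in OT was 13.9% (6.78% to 56.2%), so dilution did not account for the fall of the set. CDX2, at 56.2%, was near that level and was itself present in the area opaca. The trunk controls argued against electroporation alone as the cause of this fall. They compare single samples, and whether CT1 was electroporated stays open. EGFP was abundant in CT2 and near 0 in CT1, yet the median log2 ratio of CT2 to CT1 over the 8 genes was -0.12 (-0.58 to 0.15), compared with -2.85 for OT to CT. The loop genes were higher in OT1 than in OT2, with a median log2 ratio of 1.59. In excess of CT, the area opaca share was 28.2 percentage points higher in OT1, which would lower them in OT1. An effect of exogenous Otx2, whose level was higher in OT2 (529 TPM) than in OT1 (334 TPM), stays open as a hypothesis, as does a loss of the cells that express these genes.

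OT lay closer to the area opaca samples than CT did. Mixtures of CT with area opaca computed at the measured shares gave a mean distance of 99.1, compared with 122 for CT and 95.2 for OT, which is 85.6% of the difference. Area opaca tissue in the samples and a change of the trunk cells toward this profile cannot be told apart here, because the shares were measured on genes chosen with OT in view. The 28 HOX genes stood at a median of 12.5% of the CT level in OT, lower than dilution by area opaca tissue leaves.

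Anterior central nervous system genes were higher in OT, where 5 of the 16 tested had at least 1 TPM in CT. Of the 13 that rose, 10 were above CT and both area opaca samples, so area opaca tissue did not account for them. Brain tissue would bring the genes that are abundant in CH and near 0 in CT at a common share. For the 5 such genes, the level in OT was 6.85% of CH for OTX2, 30.0% for TWIST1, 8.27% for SOX10, 19.2% for FOXD3 and 10.2% for EN1, with a median of 10.2%. Brain tissue and an induction of these genes cannot be told apart, because 5 genes are too few and OTX2 and EN1 belong to the pattern. DMBX1 stood higher, as its level in OT was 196% of that in CH (19.7 TPM). The lower OT sample, at 21.6 TPM, was above the higher CH sample, at 20.9 TPM. In OH, however, DMBX1 was at 55.8 and 59.7 TPM, above the OT mean of 38.8 TPM. The comparison with CH cannot decide on brain tissue for DMBX1, because such tissue in OT would come from Otx2-electroporated embryos. DMBX1 was also at 15.9 TPM in OA. Of the 15 neural genes tested, 9 had at least 1 TPM in CT.

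W-linked counts differed between samples. HINTW had 0 counts in CH1 and in OA. Of 50 other abundant genes on its sequence, 32 had a CPM in CH1 and OA under 5% of that in every other sample. The summed CPM of the 33 genes, as a percent of the CT mean, was 0.0685 in CH1, 92.7 in CH2, 70.1 in OH1, 35.8 in OH2, 96.3 in CT1, 103.7 in CT2, 31.3 in OT1, 18.8 in OT2, 85.6 in CA and 0.173 in OA. This is consistent with pools of males in CH1 and OA and with pools that held females elsewhere. On this reading, CH1 and CT1, despite the same number, did not come from the same embryos. In OT compared with CT, 32 of the 33 genes fell, with a median log2 fold change of -2.22, and 0 were called. Their log2 fold changes were less spread than in 88.3% of random lists of genes of similar expression. Fewer females in the OT pools and another change cannot be told apart by this spread. Without these genes, the CT to OT distance was 1.89 times the CH to OH distance.

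Forebrain genes differed between CH1 and CH2, with log2 ratios of CH1 to CH2 of 2.60 for SIX3, 5.29 for SIX6 and 5.38 for RAX, which are named after their values were seen. Of 4937 genes at a similar level, 99.9% had a ratio below each of these, so the uneven depth of the samples did not account for them. A different border of the dissected region stays open and was not tested.

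EGFP was near 0 in CT1, with 0.419 CPM compared with 670.2 CPM in the lowest other sample, or 0.0626%. The depth of CT1 was 95.2% of that of the next sample, so low depth did not account for it. These values argue against uptake of the EGFP vector in CT1, whose title has it as not electroporated. Whether CT1 was electroporated without that vector stays open. CT2 held EGFP at 15328 TPM, although its treatment entry names no electroporation. OT compared with CT1 therefore differs in the EGFP vector, and possibly in electroporation, as well as in exogenous Otx2.

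Interferon response genes had a median log2 fold change of 0.65 in OT and -0.08 in OH. Area opaca genes of the list set in advance had a median of 0.79 in OT and 0.10 in OH.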
